# ZAR1 and ZAR2 are required for oocyte meiotic maturation by regulating the maternal transcriptome and mRNA translational activation

**DOI:** 10.1093/nar/gkz863

**Published:** 2019-10-10

**Authors:** Yan Rong, Shu-Yan Ji, Ye-Zhang Zhu, Yun-Wen Wu, Li Shen, Heng-Yu Fan

## Abstract

*Zar1* was one of the earliest mammalian maternal-effect genes to be identified. Embryos derived from *Zar1*-null female mice are blocked before zygotic genome activation; however, the underlying mechanism remains unclear. By knocking out *Zar1* and its homolog *Zar2* in mice, we revealed a novel function of these genes in oocyte meiotic maturation. *Zar1/2*-deleted oocytes displayed delayed meiotic resumption and polar body-1 emission and a higher incidence of abnormal meiotic spindle formation and chromosome aneuploidy. The grown oocytes of *Zar1/2*-null mice contained decreased levels of many maternal mRNAs and displayed a reduced level of protein synthesis. Key maturation-associated changes failed to occur in the *Zar1/2*-null oocytes, including the translational activation of maternal mRNAs encoding the cell-cycle proteins cyclin B1 and WEE2, as well as maternal-to-zygotic transition (MZT) licensing factor BTG4. Consequently, maternal mRNA decay was impaired and MZT was abolished. ZAR1/2 bound mRNAs to regulate the translational activity of their 3′-UTRs and interacted with other oocyte proteins, including mRNA-stabilizing protein MSY2 and cytoplasmic lattice components. These results countered the traditional view that ZAR1 only functions after fertilization and highlight a previously unrecognized role of ZAR1/2 in regulating the maternal transcriptome and translational activation in maturing oocytes.

## INTRODUCTION

Post-transcriptional mRNA regulation is essential in the germ cells and early embryos of all animals (1–4). Oocyte meiotic maturation and early embryogenesis occur in the absence of transcription and rely on maternal mRNAs stored in oocytes (5). These maternal mRNAs generally undergo decay in embryos during the maternal-zygotic transition (MZT), in which developmental control switches from the maternal to the zygotic genome (6,7). Regulating mRNA stability thus plays a key role during these early stages of development and is tightly linked with translational regulation and mRNA localization. Recent findings in the control of mRNA stability include the essential role of deadenylation and oligo-uridylation regulation, as well as mechanisms regulating mRNA stability that involve RNA-binding proteins (8–11).

Numerous mRNAs are synthesized and stored to support oocyte maturation and early preimplantation embryogenesis and are not immediately translated (12,13). However, few maternal-effect genes that are exclusively expressed in oocytes have been identified in mammalian species (14–16). Zygote arrest-1 (*Zar1*) was identified in mice and is considered one of the earliest identified oocyte-specific maternal-effect gene that functions during MZT (17,18), other than *Mater* and *Npm2* (19,20). Female mice null for *Zar1* are infertile since embryogenesis is blocked at the 1-cell stage. This important study established *Zar1* as one of the best known mammalian maternal-effect genes, but was never independently repeated by other groups. Since then, *Zar1* has been identified in vertebrate species from zebrafish to humans; however, its precise molecular mechanism still remains unknown (21–24). Moreover, it is not yet known whether *Zar1* null oocytes are qualitatively normal before entering MZT.

More recently, a *Zar1*-like (*Zar1l*, or *Zar2*) gene was identified that is predominantly expressed in oocytes and early preimplantation embryos, shares high homology with *Zar1*, particularly the sequences encoding the C-terminal RNA-binding domain, and is conserved throughout the vertebrate lineage (25–28). Although overexpression of the ZAR2 C-terminus in mouse zygotes induced 2-cell stage arrest, the physiological function of ZAR2 has not yet been investigated *in vivo* (26).

In this study, we knocked out *Zar1* and *Zar2* in the mouse genome and investigated their potential redundant functions. While *Zar2* knockout alone caused no visible phenotypes, it strengthened *Zar1* knockout phenotypes. The double deletion of *Zar1* and *Zar2* (*Zar1/2*) impaired oocyte meiotic cell cycle progression and the translational activation of maternal mRNAs encoding important meiosis and MZT factors. ZAR1/2 also regulated the stability of the maternal transcriptome during oocyte development and MZT by binding mRNAs, interacting with other RNA-binding proteins and facilitating the accumulation of BTG4, which is a trigger of mRNA clearance during MZT. Therefore, this study revealed previously unrecognized functions of ZAR1/2 in oocyte maturation and suggested that zygotic genome activation (ZGA) failure observed in maternal *Zar1*-deleted zygotes was a consequence of defective meiotic maturation.

## MATERIALS AND METHODS

### Mice

*Zar1* and *Zar2* knockout mouse strains were made using the CRISPR/Cas9 system, as shown in Supplementary Figure S1B and C, according to experimental procedures similar to those reported previously (29). Mice were maintained under specific pathogen free (SPF) conditions in a controlled environment at 20–22°C with a 12/12 h light/dark cycle, 50–70% humidity and food and water provided *ad libitum*. All mouse strains had a C57BL6/ICR hybrid strain background. Experimental procedures and animal care conformed with the Animal Research Committee guidelines of Zhejiang University.

### Production of Cas9 and sgRNAs for *Zar1/2* knockout

The codon-optimized Cas9 expression construct, Cas9-N-NLS-flag-linker (Addgene No. 44758), was synthesized and inserted into a pST1374 vector as described previously (30). The pUC57-sgRNA expression vector used for *in vitro* sgRNA transcription was described previously (31). Oligos for generating *Zar1/2*-targeting sgRNA expression plasmids were annealed and cloned into the BsaI sites of pUC57-sgRNA.

The pST1374-Cas9-N-NLS-flag-linker vector was linearized using the AgeI enzyme and transcribed *in vitro* using a T7 Ultra Kit (Invitrogen, AM1345). SgRNA oligos were annealed into a pUC57-sgRNA expression vector with a T7 promoter, linearized by *DraI* and transcribed *in vitro* using the MEGAshortscript kit (Invitrogen, AM1354). SgRNAs were purified using a MEGAclear Kit (Invitrogen, AM1908) and recovered by alcohol precipitation. The sequences of the genotyping primers are listed in Supplementary Table S1.

### Oocyte collection and culture

Mice (21–23-day-old) were injected with 5 IU of pregnant mare serum gonadotropin (PMSG; Ningbo Sansheng Pharmaceutical, China) and humanely euthanized 44 h later. Oocytes at the GV stage were harvested in M2 medium (M7167; Sigma-Aldrich) and cultured in mini-drops of M16 medium (M7292; Sigma-Aldrich) covered with mineral oil (M5310; Sigma-Aldrich) at 37°C in a 5% CO_2_ atmosphere. In some experiments, milrinone (2 μM) was added to the culture medium to inhibit spontaneous GVBD.

### Superovulation and fertilization

Female mice (21–23-day-old) were intraperitoneally injected with 5 IU of PMSG followed by human chorionic hormone (hCG; Ningbo Sansheng Pharmaceutical, China) 44 h later. Oocytes were harvested from the oviducts 16 h after hCG injection and imaged using a Nikon SMZ1500 stereoscope. To obtain early embryos, superovulated female mice were mated with 10–12-week-old WT males. Successful mating was confirmed by the presence of vaginal plugs. Zygotes were harvested from oviducts 28 h after hCG injection.

### *In vitro* mRNA synthesis and microinjection

*In vitro* mRNA synthesis and microinjection were performed as described previously (10). Plasmids were liberalized using appropriate restriction enzymes. 5′-capped mRNAs were synthesized using Sp6 or T7 mMESSAGE mMACHINE Kits (Invitrogen, AM1340 or AM1344) and poly (A) tails were added using a Poly (A) Tailing Kit (Invitrogen, AM1350). Synthesized mRNA was recovered by lithium chloride precipitation and dissolved in nuclease-free water. All microinjections were performed using an Eppendorf transferman NK2 micromanipulator. Approximately 10 pl of synthetic RNA (∼500 μg/ml) was microinjected into the ooplasm. Oocytes were harvested in M2 medium with 2 μM milrinone to inhibit spontaneous GVBD.

### Immunofluorescence

Oocytes were fixed in 4% paraformaldehyde in phosphate-buffered saline (PBS) for 30 min and permeabilized in PBS containing 0.3% Triton X-100 for 20 min. After being blocked with 1% bovine serum albumin in PBS, the oocytes were incubated with primary antibodies for 1 h and sequentially labeled with Alexa Fluor 594- or 488-conjugated secondary antibodies (Molecular Probes) and 4′,6-diamidino-2-phenylindole (DAPI, Vector Laboratories) for 30 min. Oocytes were imaged using a Zeiss LSM710 confocal microscope. The antibodies used are listed in Supplementary Table S2.

### Detection of transcription and protein synthesis in oocytes

To detect transcriptional activity, oocytes were cultured in M16 medium containing 1 mM 5-ethynyl uridine (EU) for 1 h. EU staining was performed using a Click-iT^®^ RNA Alexa Fluor^®^ 488 Imaging Kit (Life Technologies) according to the manufacturer's instructions.

To detect protein synthesis, oocytes were cultured in M16 medium supplemented with 50 μM L-homopropargylglycine (HPG) for 1 h. HPG was detected using a Click-iT^®^ HPG Alexa Fluor^®^ Protein Synthesis Assay Kit (Life Technologies) according to the manufacturer's instructions. The mean cytoplasmic signal was measured across the middle of each oocyte and quantified using Image-J software.

### Assay with MuERVL 5′-LTR::td Tomato reporter

The plasmid containing MuERVL 5′-LTR::td Tomato reporter was previously reported and gifted by the authors (32). Zygotes were collected from oviducts of mated female mice at 24 h after hCG treatment, and microinjected with the plasmids containing MuERVL 5′-LTR::td Tomato reporter. Embryos were allowed to develop *in vitro* for another 24 h before imaging. *In vitro* transcribed and polyadenylated mRNAs encoding GFP were co-injected as a positive control reporter.

### Chromosome spreading and immunofluorescence

Zona pellucida-free oocytes were fixed in a solution containing 1% paraformaldehyde, 0.15% Triton X-100 and 3 mmol/l dithiothreitol (DTT) (Sigma-Aldrich) on glass slides for 30 min and air dried. Immunofluorescent staining was performed as described above.

### Cell culture, plasmid transfection and immunoprecipitation

HeLa cells were obtained from American tissue culture collection and cultured in Dulbecco's-modified Eagle's medium (Invitrogen) added with 10% fetal bovine serum (FBS; Hyclone) and 1% penicillin-streptomycin solution (Gibco) at 37°C with 5% CO_2_.

Mouse *Zar1/2* cDNAs were polymerase chain reaction (PCR)-amplified from a mouse oocyte cDNA pool and cloned into pCS2- or pcDNA-based eukaryote expression vectors. The cystine-to-serine mutant (4CS) of *Zar1/2* were generated by mutagenesis PCR and confirmed by sequencing. *Msy2*, *Mater* and *Padi6* clones were picked out from the ORF library of human and cloned into an N-terminal HA- or FLAG-tag vector.

Transient plasmid transfection was carried out with Lipofectamine 2000 (Invitrogen). After a 48 h transfection, cells were lysed in lysis buffer [50 mM Tris–HCl (pH 7.5), 150 mM NaCl, 10% glycerol, and 0.5% NP-40; protease inhibitors were added prior to use] for 20 min at 4°C. After centrifugation at 12 000 *g* for 10 min, the supernatant was subjected to immunoprecipitation with different affinity gels (Sigma). After incubation for 4 h at 4°C, beads were washed three times with lysis buffer. Sodium dodecyl sulphate (SDS) sample buffer was added to the beads and the eluted proteins were used for western blot analysis.

### Ribonucleoprotein immunoprecipitation (RIP) assay

The ribonucleoprotein immunoprecipitation (RIP) assay procedure was modified from a previously described method (33). Briefly, 800 fully grown oocytes for each sample or HeLa cells grown in an appropriate culture medium were collected and directly lysed in polysome lysis buffer (50 mM Tris–HCl [pH 7.4], 1% Triton X-100, 150 mM NaCl, 5 mM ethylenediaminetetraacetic acid (EDTA), protease inhibitor cocktail and RNase inhibitor). A total of 10% of the cell lysate supernatant was used as the ‘input’, while 90% was subjected to immunoprecipitation with protein-A-/-G-coated magnetic beads conjugated with IgG, ZAR1 or FLAG antibodies. After incubation at 4°C for 4 h, the beads were thoroughly washed with washing buffer (50 mM Tris–HCl [pH 7.4], 0.1% Triton X-100, 500 mM NaCl, 5 mM EDTA, protease inhibitor cocktail and RNase inhibitor). RNAs bound to the beads were extracted using an RNeasy Mini Kit (Qiagen, 74106) and reverse-transcribed using Moloney Murine Leukemia Virus (M-MLV; Invitrogen). Relative cDNA abundance was analyzed by quantitative polymerase chain reaction (qPCR).

### Real time RT-PCR

Five oocytes were collected and lysed in 2 μl lysis buffer (0.2% Triton X-100 and 2 IU/μl RNase inhibitor) followed by reverse transcription with the SuperScript III reverse transcriptase and amplification by PCR for 10 cycles. The PCR products were diluted and used for the templates of RT–PCR. Quantitative and semi-quantitative RT-PCR were performed using a Power SYBR Green PCR Master Mix (Applied Biosystems, Life technologies) with ABI 7500 Real-Time PCR system (Applied Biosystems) using primers listed in Supplementary Table S1. Relative mRNA levels were calculated by normalizing to the levels of endogenous *Actin* mRNA (internal control) using Microsoft Excel. The relative transcript levels of samples were compared with the control, and the fold changes are demonstrated. For each experiment, qPCR reactions were carried out in triplicate.

### Histological analysis

Ovaries were collected, fixed in 4% formaldehyde in PBS overnight, processed, embedded in paraffin using standard protocols, serially sectioned (5 μm), and stained with hematoxylin and eosin (H&E). Immunohistochemistry (IHC) was performed using standard protocols (34) with the antibodies listed in Supplementary Table S2.

### Western blot analysis

Oocytes were lysed in protein loading buffer and heated at 95°C for 10 min. Total oocyte proteins were separated by SDS-polyacrylamide gel electrophoresis and then electrophoretically transferred to Polyvinylidene fluoride (PVDF) membranes (Millipore). The membranes were blocked in Tris-Buffered Saline and with Tween 20 (TBST) containing 5% defatted milk for 30 min. After being probed with primary antibodies at 4°C overnight, the membranes were washed in TBST, incubated with an HRP-linked secondary antibody (Jackson ImmunoResearch Laboratories) for 1 h and washed three times with TBST. The primary antibodies are listed in Supplementary Table S2.

### RNA-seq library preparation and gene expression level analysis

Three different stage samples (10 oocytes per sample) were collected from WT and ZAR1/2-deficient mice for RNA-Seq. Growing oocytes were collected from 12-day-old female mice. GV stage oocytes were collected 44 h after PMSG injection, and MII stage oocytes were collected 16 h after hCG injection. Each sample was directly lysed with 4 μl lysis buffer (including 0.2 μl 1:1000 diluted ERCC spike-in) and immediately used for cDNA synthesis using the published Smart-seq2 method (35). Raw reads were trimmed to 50 bp and were mapped to the mouse genome (mm9) using Tophat v2.1.1 with default parameters. Only uniquely mapped reads could be subsequently assembled into transcripts guided by the reference annotation (UCSC gene models) using Cufflinks v2.2.1. The expression level of each gene was quantified with normalized FPKM (fragments per kilobase of exon per million mapped fragments) and further normalized with the ERCC spike-in. In brief, sequencing reads were mapped to ERCC reference to obtain the percentage of ERCC reads in total reads. 

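The ERCC spike-in is a set of synthetic RNAs added in equal amount to each lysate, so that its share of the reads falls as the oocytes bring more RNA. ERCC reads made up 0.153% of all reads on average in WT growing oocytes, 0.196% in WT GV oocytes and 0.679% in WT MII oocytes (mean of 2 libraries each, from the percentages in Supplementary Table S3). In Zar1/2-null oocytes the averages were 0.192%, 0.268% and 0.566%. The factor by which each library had been multiplied was recovered from the deposited values, which return to 6 significant digits once it is divided out. Each library had been scaled to the WT growing library of its own replicate number. The factors were 0.836 and 0.697 in WT GV oocytes, 0.533 and 0.583 in Zar1/2-null GV oocytes, 0.225 and 0.228 in WT MII oocytes and 0.283 and 0.252 in Zar1/2-null MII oocytes. They lay within 5.30% of the ratios of the paper's rounded percentages.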

Then gene expression levels were normalized by multiplying the raw FPKM values by a normalization factor (normalization factor = percentage of ERCC in WT Growing oocyte/percentage of ERCC in the sample). Genes with FPKM < 1 in all of the samples were excluded in subsequent analyses. For the remaining genes, the FPKM values were set to 1 when the values were <1 only in some samples. The RNA-seq data generated in this study is summarized in Supplementary Table S3. The FPKMs of the RNA-seq results are listed in Supplementary Table S4.

### Poly(A) tail assay

Total RNA was isolated from 100 oocytes at the indicated stages using an RNeasy Mini kit. R1 (5′-GCGAGCTCCGCGGCCGCGT_12_-3′) was anchored to Oligo(dT) by T4 DNA ligase. Reverse transcription was performed using SuperScript IV (Invitrogen) with Oligo(dT)-anchored R1. The products were used for PCR with gene-specific primers and dT-anchored R1 primers under the following conditions: 30 s at 94°C, 20 s at 58°C and 40 s at 72°C for 35 cycles. PCR products were analyzed on a 1.5% agarose gel and images were captured during exposure to ultraviolet light. Signals were quantified using the ‘Plot profiles’ function of ImageJ software, normalized using the maximum signal intensity in each lane, and the averaged values of three biological replicates were plotted.

### Statistical analysis

Results are given as the mean ± SEM. Most experiments included at least three independent samples and were repeated at least three times. Experimental groups were compared using two-tailed unpaired Student's *t*-tests, with statistically significant *P*-values (< 0.05, < 0.01 and < 0.001) indicated by asterisks (*, ** and ***, respectively). ‘n.s.’ indicates non-significant.

## RESULTS

### ZAR1 and ZAR2 are abundantly expressed in maturing mouse oocytes before MZT

We compared *Zar1*/Z*ar2* mRNA levels in oocytes and early embryos by quantitative RT–PCR. *Zar1*/*Zar2* mRNAs were highly expressed in mouse oocytes compared to somatic tissues (Figure 1A). *Zar1/2* mRNA levels were highest in growing oocytes, lower in fully grown oocytes at the germinal vesicle (GV) stage, and quickly disappeared after meiotic maturation and fertilization (Figure 1B). *Zar1* was 2- to 4-fold more abundant than *Zar2* (Figure 1A and B). We generated rabbit polyclonal antibodies against mouse ZAR1 and ZAR2, with IHC revealing that ZAR1 protein levels were very low in the oocytes of primordial follicles (Supplementary Figure S1A, indicated by the arrow) but quickly increased after primordial follicle awakening (Supplementary Figure S1A). The specificity of the ZAR1 antibody in IHC was confirmed on ovarian sections from *Zar1* knockout mice (Supplementary Figure S1A). The ZAR2 antibody did not give specific IHC signals (data not shown); however, western blotting showed that ZAR1/2 protein levels were high in GV oocytes, decreased during meiotic maturation and fertilization, and undetectable in 2-cell embryos (Figure 1C). Their accumulation during oocyte growth and degradation after meiotic resumption suggest that ZAR1/2 play a role during oocyte maturation before fertilization.

**Figure 1.**
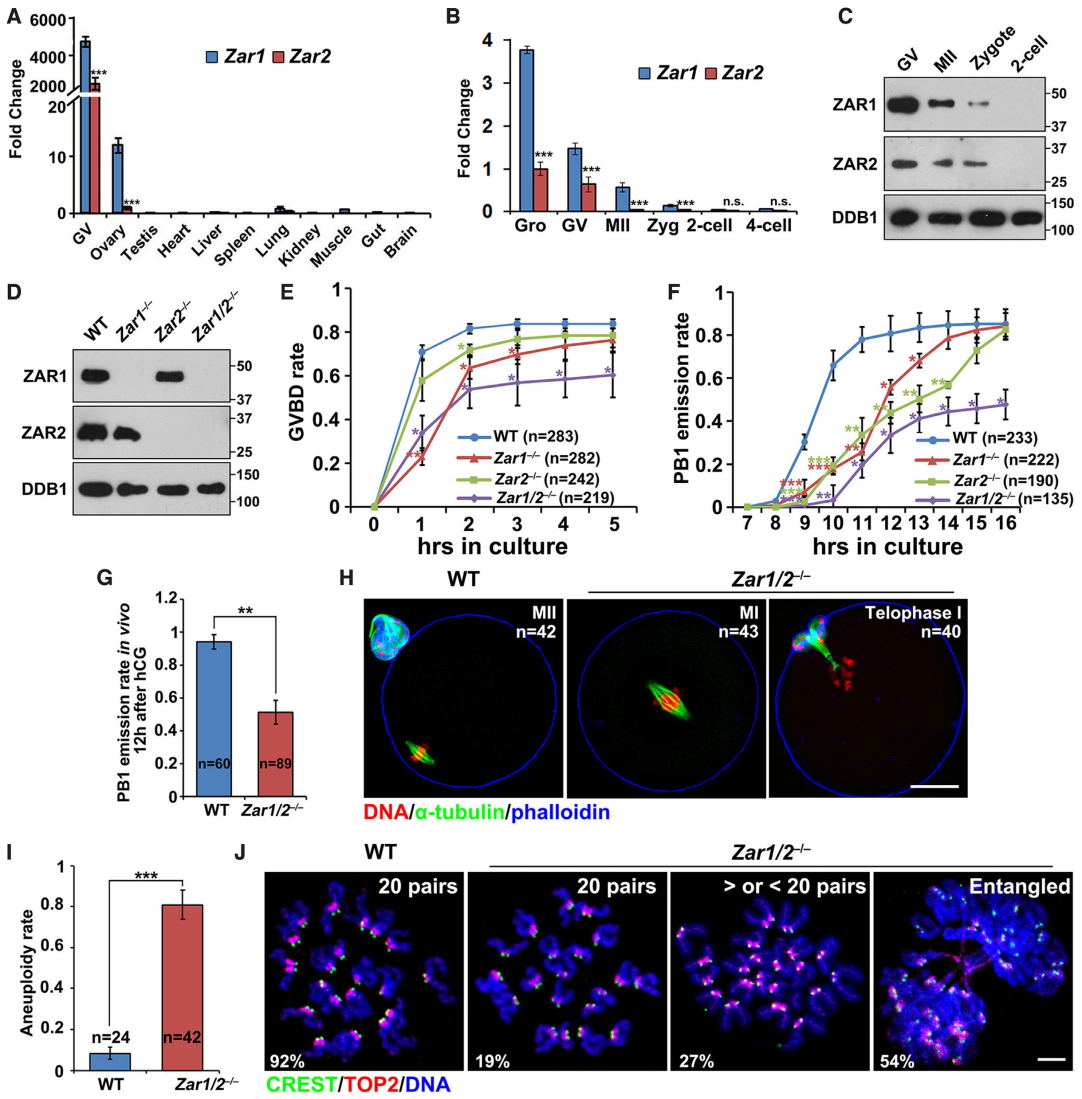
ZAR1 and ZAR2 are essential for meiotic cell cycle progression. (**A** and**B**) Quantitative RT-PCR results showing the relative expression levels of mouse *Zar1* and *Zar2* in oocytes, somatic tissues (A), and preimplantation embryos (B) (*n* = 3 biological replicates). Error bars, S.E.M. ***P < 0.001 by two-tailed Student's *t*-tests. Gro, growing oocytes collected from 12-day-old female mice. (**C**) Western blot results of ZAR1/2 levels in oocytes, zygotes and 2-cell stage embryos. Total proteins from 50 oocytes or embryos were loaded in each lane. DDB1 was blotted as a loading control. (**D**) Western blot results of ZAR1/2 levels in the GV stage oocytes of WT, *Zar1^−^^/^^−^*, *Zar2^−^^/^^−^* and *Zar1/2^−^^/^^−^* females. Total proteins from 50 oocytes were loaded in each lane. (**E** and**F**) Rates of germinal vesicle breakdown (GVBD) (E) and polar body-1 (PB1) emission (F) in oocytes cultured *in vitro*. Fully grown oocytes were collected from PMSG-primed (44 h) mice of the indicated genotypes. The numbers of analyzed oocytes are indicated (n). Error bars, S.E.M. *P < 0.05, **P < 0.01 and ***P < 0.001 by two-tailed Student's *t*-tests. (**G**) PB1 emission rates of oocytes collected from the oviducts of WT and *Zar1/2^−^^/^^−^* mice after hCG injection. The numbers of analyzed oocytes are indicated (n). Error bars, S.E.M. **P < 0.01 by two-tailed Student's *t*-tests. (**H**) Confocal microscopy results showing spindle assembly and PB1 emission of oocytes collected from the oviducts of WT and *Zar1/2^−^^/^^−^* mice. Scale bar, 20 μm. The numbers of analyzed oocytes are indicated (n). (**I**) Aneuploidy rates of oocytes collected from the oviducts of WT and *Zar1/2^−^^/^^−^* mice 12 h after hCG injection. The numbers of analyzed oocytes are indicated (n). Error bars, S.E.M. ***P < 0.001 by two-tailed Student's *t*-tests. (**J**) Representative chromosome spread images of oocytes collected from the oviducts of WT and *Zar1/2^−^^/^^−^* mice. Immunofluorescent staining of topoisomerase II (TOP2) and the centromere antigen CREST indicated the chromosome arms and centromeres, respectively. The numbers of paired sister chromatids are indicated in the top right-hand corner. Scale bar, 5 μm.

### *Zar1* and *Zar2* are essential for oocyte meiotic maturation

Prior to this study the *in vivo* functions of *Zar2* had not been reported; therefore, we generated a *Zar2* knockout mouse strain using the CRISPR/Cas9 system. The *Zar2* knockout strain contained a 152 bp deletion in exon 1 after the start codon that caused a reading frame shift thereafter (Supplementary Figure S1B). ZAR2 deletion was confirmed in oocytes by western blotting (Figure 1D). Although *Zar2* is specifically expressed in female germ cells, *Zar2^–/–^* females were fertile (Supplementary Figure S2A). We isolated fully grown GV oocytes from pregnant mare serum gonadotropin (PMSG)-primed *Zar2^–/–^* females and cultured the oocytes *in vitro*. The germinal vesicle breakdown (GVBD) process of *Zar2* null oocytes was slightly slower than normal (Figure 1E), but their polar body-1 (PB1) emission occurred more slowly than in wild-type (WT) oocytes (Figure 1F). These defects did not affect fertility since the GVBD and PB1 emission rates of *Zar2^–/–^* oocytes caught up with the WT oocytes, albeit at a later time. This phenotype suggests that ZAR2 plays a role in oocyte meiotic maturation, but its loss can be compensated by other oocyte factors, most likely ZAR1.

To determine whether ZAR1 plays a redundant role with ZAR2, we generated a novel *Zar1* knockout stain using the CRISPR/Cas9 system. The *Zar1* null allele contained a 12 bp deletion followed by a stop codon shortly after the translational start site (Supplementary Figure S1C). ZAR1 protein deletion in the oocytes of these mice was confirmed by both western blotting and IHC (Figure 1D and Supplementary Figure S1A). *Zar1^–/–^* females were sterile (Supplementary Figure S2A), as reported (17); however, we observed additional phenotypes in these mice that had not been reported before: *Zar1* null oocytes displayed delayed GVBD and PB1 emission *in vitro* (Figure 1E and F). When both *Zar1* and *Zar2* were deleted, GVBD and PB1 emission rates in the cultured oocytes decreased significantly, even with a prolonged culture time (Figure 1E and F; Supplementary Figure S2B).

Next, we investigated the *in vivo* oocyte maturation process in *Zar1/2^–/–^* mice. In females treated with PMSG to stimulate follicle growth (Supplementary Figure S2C) and non-treated adults (Supplementary Figure S2D), ovarian histology was normal and contained developing follicles of all stages. The ratio of GV oocytes containing surrounded nucleolus (SN) versus non-surrounded nucleolus (NSN) in *Zar1/2^–/–^* mice (3-week-old) was comparable with WT mice of the same age (Supplementary Figure S2E). The *Zar1/2^–/–^* mice ovulated normal numbers of oocytes following superovulation treatment (Supplementary Figure S2F). We collected oocytes from the oviducts and analyzed their potential defects. Similar to the *in vitro* maturation results, only 51% of the *Zar1/2^–/–^* oocytes exhibited PB1 emission, as observed using a stereoscope (Figure 1G). Immunofluorescence and confocal microscopy showed that the *Zar1/2^–/–^* oocytes failed to release PB1 and arrested at metaphase I (Figure 1H). Furthermore, the *Zar1/2^–/–^* oocytes that seemed to have released PB1 were actually at meiosis I telophase: cytokinesis had not finished, PB1 was still connected with the oocyte via a cytoplasmic bridge, and the MII spindle had not assembled in all oocytes (Figure 1H). We collected these oocytes, made chromosome spreads and labeled the chromosomes by immunostaining with CREST (localized at the centromere) and topoisomerase II (TOP2, localized on chromosome arms, particularly the region adjacent to the centromere) (36). When 92% of the WT oocytes contained 20 pairs of sister chromatids, the telophase I-arrested *Zar1/2^–/–^* oocytes showed high rates of aneuploidy, either having more or less than 20 chromatid pairs (27%) or containing entangled and unseparated chromosome masses (54%; Figure 1I and J).

### *Zar1/2^–/–^* oocyte-derived embryos arrest at the 1- or 2-cell stage due to meiosis defects

We mated superovulated *Zar1/2^–/–^* female mice with WT males. Despite PB1 emission and MII spindle assembly defects, *Zar1/2^–/–^* oocytes were fertilized, as characterized by pronucleus formation (Figure 2A). All control zygotes contained two pronuclei 28 h post-hCG injection; however, zygotes derived from *Zar1/2*-null oocytes contained one or more nuclei (Figure 2A and B). While the embryos of WT and *Zar2^–/–^* females developed normally, *Zar1^–/–^* female-derived embryos (*Zar1^♀−^^/^^♂^^+^*) arrested at the 1- or 2-cell stage (50% each). Over 90% of the *Zar1/2^♀−^^/^^♂^^+^* zygotes arrested at the 1-cell stage and none developed beyond the 2-cell stage (Figure 2C and D), with EU staining revealing that overall transcriptional activation in the 2-cell embryos was impaired by maternal *Zar1/2* knockout (Figure 2E and F).

**Figure 2.**
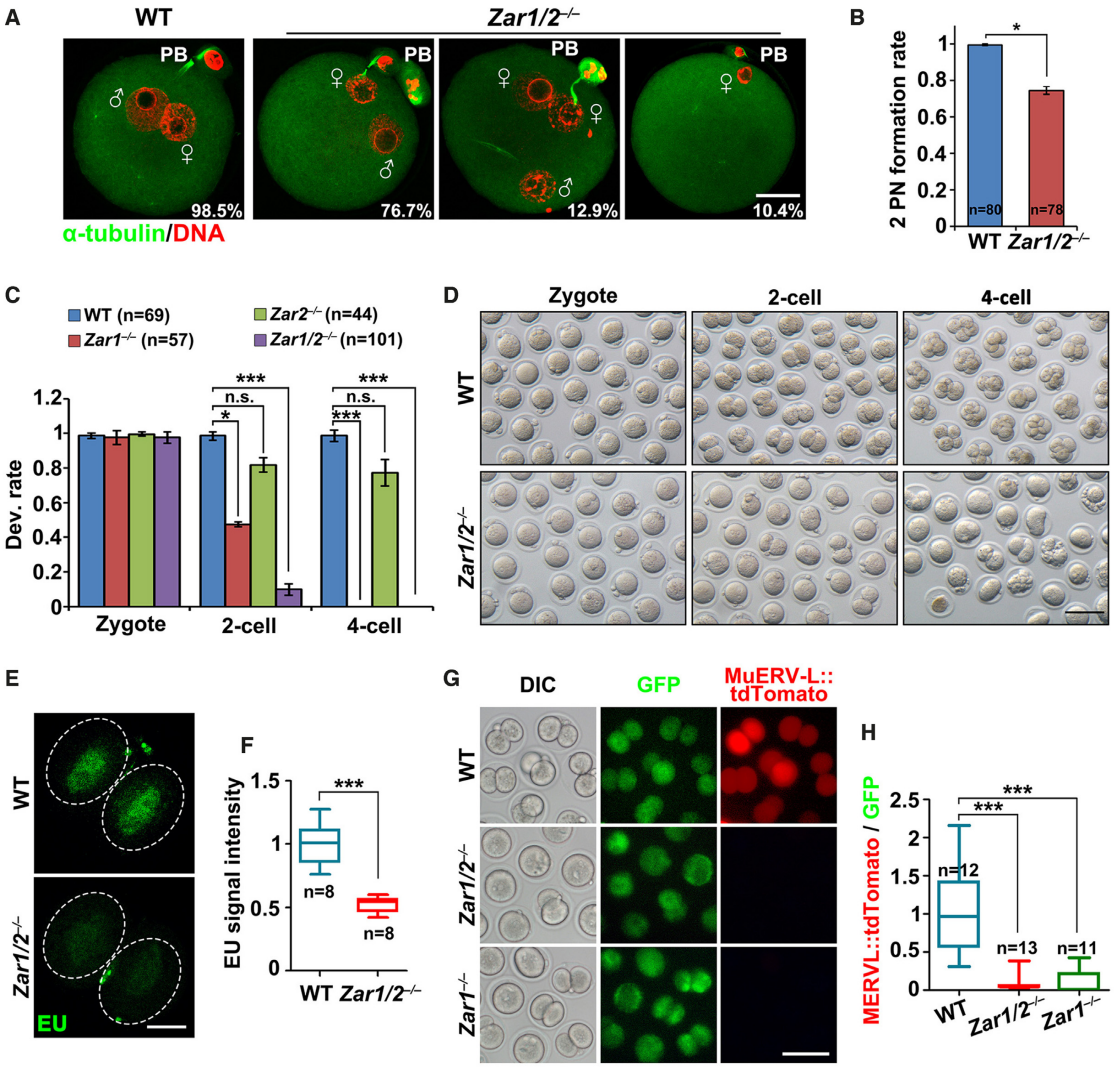
*Zar1/2* deletion in oocytes causes zygote arrest. (**A**) Immunofluorescent staining for α-tubulin (green) and DNA (red) in zygotes from WT and *Zar1/2^−^^/^^−^* females 28 h after hCG injection. Scale bar, 20 μm. (**B**) Percentage of zygotes with two pronuclei (PNs) from WT and *Zar1/2^−^^/^^−^* females 28 h after hCG injection. The number of analyzed oocytes is indicated (n). Error bars, S.E.M. *P < 0.05 by two-tailed Student's *t*-tests. (**C**) Quantification of preimplantation embryos derived from WT and *Zar1/2^−^^/^^−^* females when WT embryos reached the corresponding stages. The number of analyzed embryos is indicated (n). *P < 0.05 and ***P < 0.001 by two-tailed Student's *t*-tests. n.s.: non-significant. (**D**) Representative images of preimplantation embryos derived from WT and *Zar1/2^−^^/^^−^* females when WT embryos reached the corresponding stages. Scale bar, 100 μm. (**E**) EU fluorescent staining for the transcriptional activity of mRNA in 2-cell stage embryos from WT and *Zar1/2^−^^/^^−^* females 44 h after hCG injection. Embryos were incubated in M16 medium with 1 mM EU for 1 h prior to staining. Scale bars, 20 μm. (**F**) Quantification of EU signal intensity in (E). The number of analyzed embryos is indicated (n). Error bars, SEM. ***P < 0.001 by two-tailed Student's *t*-tests. (**G**) Zygotes were injected with the MuERV-L::tdTomato reporter plasmid and polyadenylated *Gfp* mRNA (as a positive control of microinjection), then allowed to develop *in vitro* for 24 h before imaging. DIC, differential interference contrast. Scale bar, 100 μm. (**H**) Relative intensity of MuERV-L::tdTomato relative to GFP signal in the same oocyte (G). The numbers of analyzed embryos are indicated (n). Error bars, S.E.M. ***P < 0.001 by two-tailed Student's *t*-tests.

In addition, a feature of 2-cell embryos undergoing ZGA is the expression of MuERV-L family of retrovirus and the activation of their corresponding long terminal repeat (LTR) promoters (32). We microinjected zygotes (WT, *Zar1^♀−^^/^^♂^^+^* and *Zar1/2^♀−^^/^^♂^^+^*) with the MuERV-L 5′-LTR::tdTomato reporter plasmid, and monitored the expression of tdTomato during development. TdTomato expression was only detected in WT 2-cell embryos, but not in *Zar1^♀−^^/^^♂^^+^* and *Zar1/2^♀−^^/^^♂^^+^*embryos (Figure 2G and H). In contrast, *Gfp* mRNAs co-injected with the MuERV-L 5′-LTR reporter were equally expressed in all embryos (Figure 2G). These results further indicate that ZGA failed to occur in maternal *Zar1/2* deleted embryos.

### ZAR1/2 deletion impaired maternal mRNA accumulation during oocyte development

Since ZAR1/2 are predicted RNA-binding proteins (27,28), we investigated the effects of maternal *Zar1/2* deletion on mRNA metabolism during oocyte maturation. We subjected growing oocytes, fully grown GV oocytes and ovulated oocytes from WT and *Zar1/2^–/–^* mice to transcriptome RNA-seq analyses by smart-seq 2. 

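Each of the 6 groups (3 stages and 2 genotypes) was represented by 2 libraries of 10 oocytes. Smart-seq2 copies full-length polyadenylated RNA from a few cells into cDNA. The growing oocytes came from females given as 12 days old in the methods and 13.5 days old in the sample labels. The GV oocytes were collected 44 h after PMSG and the ovulated oocytes 16 h after hCG. Between 13803666 and 18216406 reads were obtained per library (median 15630988, the paper's totals). The authors deposited one table of 23230 genes with ERCC-scaled FPKM values and no read counts, so the counting error of a single gene is not known. From this table, the 11502 genes with at least 1 FPKM in at least 1 library were kept, and group means under 1 FPKM were set to 1 FPKM before folds were taken. Differences were also tested with limma on log2(FPKM + 1) over all 12 libraries. The added 1 FPKM makes the log2 fold change of a low gene smaller than its true size. A comparison of 2 libraries with 2 cannot give an exact permutation p below 0.333, so the spread was taken from all groups together. The scaling decides how much RNA an MII library is credited with, since 1 FPKM in the table stood for 4.45 and 4.39 FPKM before scaling in the WT MII libraries.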

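The targeted genes were examined first. Zar1l, the symbol under which Zar2 is listed (chromosome 5 of mm9, 151309630 to 151320739, minus strand), had 642 ± 3.21 FPKM in WT growing oocytes and 15.3 ± 3.04 FPKM in Zar1/2-null growing oocytes (SD, n = 2 each). At the GV stage it had 519 ± 20.8 and 20.3 ± 0.899 FPKM, a log2 fold change of -4.61 (standard error 0.19, adjusted p = 1.98e-07 from limma with Benjamini-Hochberg adjustment). Both Zar1/2-null libraries lay below both WT libraries at each stage. Zar1l was also lower at MII, with 3.92 ± 1.12 FPKM in WT and 1.19 ± 0.247 FPKM in Zar1/2-null oocytes. Zar1 (chromosome 5, 72968353 to 72972323, minus strand) was lower in Zar1/2-null GV oocytes, with 169 ± 47.9 against 431 ± 11.0 FPKM, and higher at MII, with 192 ± 2.80 against 78.0 ± 7.97 FPKM. In growing oocytes its log2 fold change was -0.61 (adjusted p = 0.0321 from limma with Benjamini-Hochberg adjustment), and the call was lost without the ERCC scaling (adjusted p = 0.214 from limma with Benjamini-Hochberg adjustment).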

Gene expression levels were assessed in terms of fragments per kilobase of transcript per million mapped reads (FPKM). All experimental and control groups were analyzed in duplicate and all replicates showed high correlation (Supplementary Figure S3; *R*_min_ = 0.88; *R*_average_ = 0.93; Supplementary Table S5).

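Spearman correlations across the 11502 genes were computed for the 66 pairs of the 12 libraries. They describe these libraries, since genes are not independent replicates. The lowest was 0.709, between a Zar1/2-null growing and a WT MII library, and the mean was 0.866. Within the 6 groups, the correlation between the 2 replicates lay between 0.973 and 0.978. These values depended on the set of genes: with genes of a mean of at least 5 FPKM the lowest was 0.455 and the mean 0.750. Over all 23230 genes of the table, of which 33.5% on average were listed at 0 in a library, they were 0.882 and 0.931. Between replicates, 50 genes were more than 3-fold apart in WT growing, 44 in Zar1/2-null growing, 55 in WT GV, 37 in Zar1/2-null GV, 18 in WT MII and 30 in Zar1/2-null MII oocytes. The share was 51.6% or more in every group among microRNA and small nucleolar RNA genes with a value to compare, and at most 0.170% among the other genes.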

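In growing oocytes, 113 genes had a mean FPKM more than 3-fold higher in Zar1/2-null than in WT oocytes and 407 had one more than 3-fold lower. In 99 and 383 of them, both libraries of one genotype lay above both of the other. The same order was found in 22.4% and 47.4% of all 11502 genes. Chance alone gives 16.7% in each direction on average, but the factor of a library moves all its genes together. The excess over 16.7% is therefore no evidence beyond a shift of whole libraries. When each group was made of one WT and one Zar1/2-null library, 54 and 50 genes were more than 3-fold apart in the 2 possible splits. The ERCC scaling affected the split most: without it, 213 genes were higher and 291 lower. The share that was higher rose from 21.7% to 42.3%. Pnpla3 (chromosome 15 of mm9, 83998246 to 84019942) fell from 176 ± 17.5 FPKM in WT to 0.387 ± 0.0410 FPKM (SD, n = 2 each), at least 176-fold lower. Small RNA genes led both lists, and replicates of one group often differ in them by more than 3-fold. Snord4a had 320 and 265 FPKM in the WT libraries and was listed at 0 in both Zar1/2-null libraries. Mir719 had 127 and 171 FPKM in WT and under 1 FPKM in both Zar1/2-null libraries. Mir3064 was listed at 0 in both WT libraries, with 367 and 271 FPKM in the Zar1/2-null libraries. Snora68 was listed at 0 in both WT libraries, against 45.5 and 67.4 FPKM, and Mir1893 had 49.8 and 577 FPKM in the Zar1/2-null libraries, against under 1 FPKM in WT.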

Although the growing *Zar1/2^–/–^* oocytes were morphologically normal, 95 and 380 transcripts were upregulated [fold change (WT/*Zar1/2^–/–^*) < 1/3] and downregulated [fold change (WT/*Zar1/2^–/–^*) > 3], respectively (Figure 3A, left panel). This effect became more apparent in fully grown *Zar1/2^–/–^* oocytes, in which more genes were downregulated (439) than upregulated (37; Figure 3A, middle panel). 

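At the GV stage, 483 genes were more than 3-fold lower in Zar1/2-null oocytes and 53 more than 3-fold higher. The libraries of the genotypes did not overlap in 459 and 37 of them. Mixed groups of one WT and one Zar1/2-null library gave 52 and 54 genes in both directions together, against 536 between the genotypes. By limma with Benjamini-Hochberg adjustment at 0.05, 454 of the lower and 36 of the higher genes were called. Without the ERCC scaling, 289 genes were lower and 122 higher, so that the share that was higher rose from 9.89% to 29.7%. Among the genes that were higher, Tex15 rose from 0.587 ± 0.0173 to 10.3 ± 4.79 FPKM (SD, n = 2 each), at least 10.3-fold. Srgn had 2.19 ± 0.733 FPKM in WT and 21.6 ± 4.75 FPKM in Zar1/2-null oocytes, with the opposite difference in growing oocytes (16.1 ± 1.06 and 0.180 ± 0.0380 FPKM). Krt8 had 1.42 ± 0.980 and 11.0 ± 5.67 FPKM. The largest decreases were in small RNA genes with replicates that often differ. Mir24-1 had 644 and 511 FPKM in the WT libraries, Mir3068 had 258 and 205 FPKM and Snora68 had 222 and 141 FPKM. All 3 were listed at 0 in both Zar1/2-null libraries, and Snora68 had changed in the opposite direction in growing oocytes.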

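Ovulated Zar1/2-null oocytes are called MII here by their sample label. The paper reports that ovulated oocytes of this genotype had arrested in metaphase I or telophase I. In ovulated oocytes, 862 genes had a mean FPKM more than 3-fold higher in Zar1/2-null than in WT oocytes, with a median fold of 6.15. In 846 of them both Zar1/2-null libraries lay above both WT libraries. Groups that mixed the genotypes gave 29 and 27 genes in both directions together. In 335 of the 862 genes the WT mean was at or under 1 FPKM, so their folds are lower bounds. The floor moved the number most, and with 0.1 FPKM in its place 1712 genes were higher. Cox7c, which encodes a subunit of cytochrome c oxidase (chromosome 13 of mm9, 86184421 to 86186509), had 1.37 ± 0.337 FPKM in WT and 413 ± 66.7 FPKM in Zar1/2-null MII oocytes (SD, n = 2 each), 301-fold higher. Rpl39, a ribosomal protein gene on the X chromosome, had 3.71 ± 0.0365 and 1096 ± 200.0 FPKM, 295-fold higher. Gm9846, with 245 ± 100.4 FPKM in Zar1/2-null oocytes, was at least 245-fold higher, and its WT libraries had 1.18 and 0.115 FPKM.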

The levels of 844 transcripts were higher in ovulated *Zar1/2^–/–^* oocytes than in WT oocytes (Figure 3A, right panel). The significantly up/downregulated genes after *Zar1/2* knockout at each developmental stage were presented in Supplementary Table S6. 

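The paper's Supplementary Table S6 lists 95 transcripts as higher and 380 as lower in growing oocytes, 39 and 439 at the GV stage, and 844 and 135 at MII. All of them were found among the genes more than 3-fold different here, apart from gene names that had been turned into dates in the table (2 in the lower growing list, 4 in the lower GV list and 1 in the higher MII list). Of the genes found here and absent from it, all but these were Mir or Snor genes. The 3-fold rule takes no account of the spread between replicates, which limma does. In growing oocytes, limma with Benjamini-Hochberg adjustment called 1224 genes higher and 2801 lower at an adjusted p under 0.05, and 97 and 381 of the 3-fold genes were among them. At MII it called 2472 genes higher and 1183 lower, including 845 and 138 of the 3-fold genes. This balance depended on the scaling. With no ERCC scaling 1756 genes were higher and 1425 lower in growing oocytes, and 2908 and 2761 at MII. Median scaling gave 2851 and 3481 at MII.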

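In WT oocytes, 1809 genes fell more than 10-fold in mean FPKM from the GV to the MII stage, and are called degraded below. Smart-seq2 copies polyadenylated RNA, so these values cannot tell a loss of RNA from a change in its poly(A) tail. The number of degraded genes depended on the scaling and on the floor. It was 578 with median scaling, 857 with no scaling and 3464 with a floor of 0.1 FPKM. Both WT MII libraries lay below both WT GV libraries in 1786 of the 1809 genes, and 748 of them (41.3%) were at or under 1 FPKM in WT MII oocytes. Their median GV/MII fold was 19.6 in WT and 7.89 in Zar1/2-null oocytes. Of the genes more than 3-fold higher in Zar1/2-null MII oocytes, 633 (73.4%) were among these 1809. This share also depended on the scaling, and was 41.3% with no scaling and 31.1% with median scaling. Among the 4914 genes with more than 10 FPKM in WT GV oocytes, which are those that could pass both rules, 275 would be shared by chance (one-sided Fisher's exact test across genes, p = 2.05e-191). Genes are not independent replicates, and both lists rest on the same WT MII libraries. In 1000 simulations the WT MII libraries and an unchanged group were drawn from the same levels, with noise independent between genes. The 746 genes with the highest folds, as many as were 3-fold higher among the 4914, then shared 253 genes on average and at most 303 with the degraded genes.

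**Figure D1:**
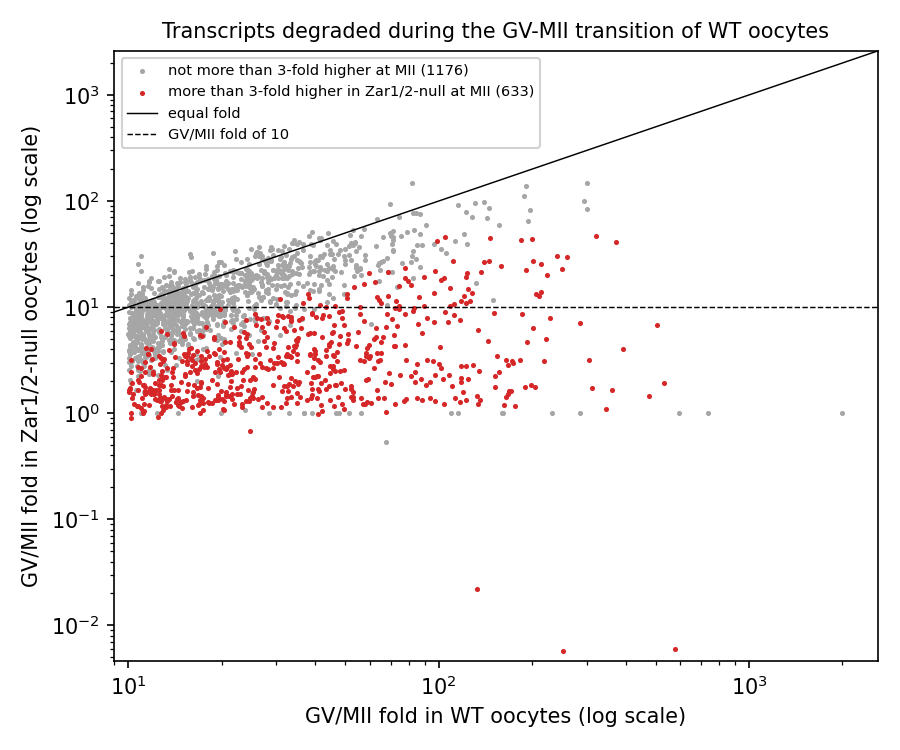
GV/MII fold of mean ERCC-scaled FPKM in WT (x axis) and Zar1/2-null oocytes (y axis), both on log scales, for the 1809 genes that fell more than 10-fold in WT oocytes. Each point is one gene, and the 633 genes more than 3-fold higher in Zar1/2-null MII oocytes are red. Below the dashed line lie the 1108 genes whose fold in Zar1/2-null oocytes was under 10, and the solid line marks equal folds.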

The majority of these transcripts should normally be degraded during oocyte maturation; however, their clearance was impaired in *Zar1/2^–/–^* oocytes (Figure 3B). 

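Of the genes degraded in WT oocytes, 61.2% had a GV/MII fold below 10 in Zar1/2-null oocytes. A lower starting level can also bring a fold below 10, and 72 of these genes were more than 3-fold lower in Zar1/2-null GV oocytes. Higher levels at MII were the more frequent finding, with 567 of them more than 3-fold higher in Zar1/2-null MII oocytes. In Zar1/2-null oocytes 766 genes fell more than 10-fold, of which 65 did not do so in WT oocytes. The difference between the genotypes in the GV-to-MII change, tested as an interaction in limma, passed an adjusted p of 0.05 (Benjamini-Hochberg) in 1155 of the genes degraded in WT. Btg4-null oocytes were not analysed here.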

Figure 3C showed the significant overlap between maternal transcripts whose degradation during meiotic maturation is *Zar1/2*-dependent and *Btg4*-dependent, the latter were identified in a previous study (10). Conversely, 135 transcripts exhibited lower copy numbers in ovulated *Zar1/2^–/–^* oocytes than in control oocytes (Figure 3A, right panel), with the majority of these transcripts also exhibiting decreased expression levels at the onset of meiotic maturation (Figure 3D). These results indicated that ZAR1 and ZAR2 regulate the maternal transcriptome during oocyte development, before MZT.

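In ovulated oocytes, 152 genes were more than 3-fold lower in Zar1/2-null than in WT oocytes. In 146 of them both Zar1/2-null libraries lay below both WT libraries. This number rose most with median scaling, to 627, and was 444 without any ERCC scaling. Of the 152 genes, 91 (59.9%) were also more than 3-fold lower at the GV stage, and 136 were lower there by limma. The share was 27.3% without the ERCC scaling and 19.3% with median scaling. Among the 3651 genes above 3 FPKM in WT oocytes at both stages, 6.90 shared genes would be found by chance (one-sided Fisher's exact test across genes, p = 1.89e-93). Manba, which encodes a lysosomal mannosidase, had 13.5 ± 1.72 FPKM in WT and 0.0546 ± 0.0472 FPKM in Zar1/2-null MII oocytes (SD, n = 2 each), at least 13.5-fold lower. Mir678 had 145 and 116 FPKM in the WT libraries and under 1 FPKM in both Zar1/2-null libraries. Snora3 had 11.0 and 13.0 FPKM in WT and was listed at 0 in both Zar1/2-null libraries. Replicates of one group often differ by more than 3-fold in such small RNA genes.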

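The decreases were shared between the earlier stages. Of the genes more than 3-fold lower at the GV stage, 156 (32.3%) were also more than 3-fold lower in growing oocytes, where 18.4 would be shared by chance among the 7503 genes that could pass both rules (one-sided Fisher's exact test across genes, p = 6.01e-115). By limma, 348 of them were lower in growing oocytes. At all 3 stages 31 genes were lower and 4 higher. The paper first counts the transcripts that differ by more than 3-fold in growing, GV and ovulated oocytes. It then reasons that most transcripts with higher levels in ovulated Zar1/2-null oocytes are ones normally cleared during maturation, and that most with lower levels were already low when maturation began. From these results the paper concludes that ZAR1 and ZAR2 regulate the maternal transcriptome during oocyte development, before the maternal-to-zygotic transition.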

**Figure 3.**
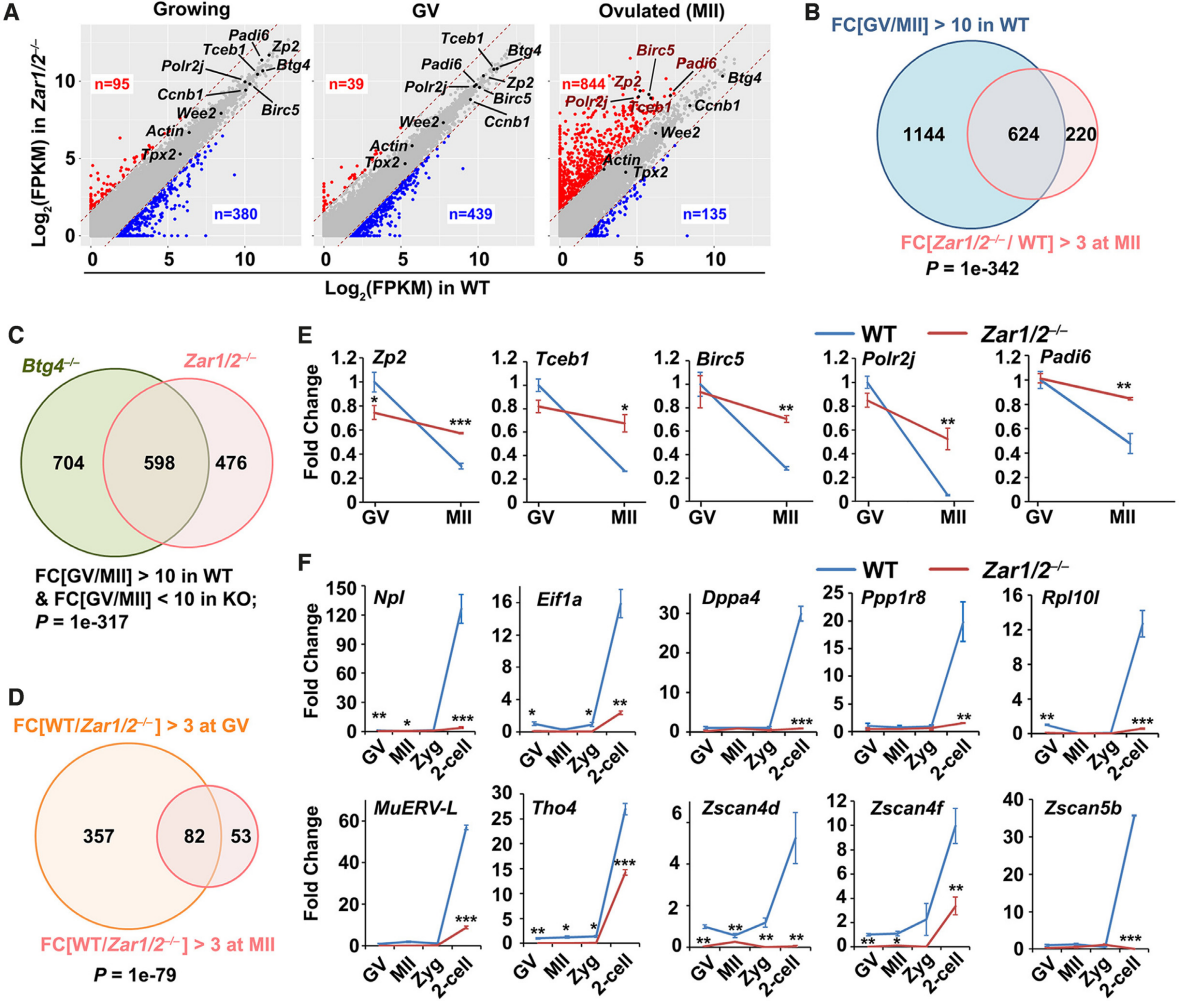
RNA sequencing analyses of oocytes derived from WT and *Zar1/2^−^^/^^−^* female mice. (**A**) Scatter plot comparing the transcripts of WT and *Zar1/2^−^^/^^−^* oocytes (growing, fully grown GV and MII stages). Transcripts that increased or decreased by more than 3-fold in *Zar1/2^−^^/^^−^* oocytes are highlighted in red or blue, respectively. (**B**) Venn diagrams showing the overlap in transcripts that were significantly degraded during GV–MII transition (fold change (GV/MII) > 10) of WT oocytes and genes upregulated in this process after *Zar1/2* knockout (fold change (*Zar1/2^−^^/^^−^*/WT in MII) > 3). (**C**) Venn diagrams showing the overlap in transcripts that were stabilized during GV-to-MII transition in *Zar1/2^−^^/^^−^* and *Btg4^−^^/^^−^* oocytes (fold change (GV/MII) > 10 in WT, but < 10 in KO). (**D**) Venn diagrams showing the overlap in transcripts that were downregulated (fold change (WT/ *Zar1/2^−^^/^^−^*) > 3) at the GV and MII stages after *Zar1/2* knockout. (**E**) Quantitative RT–PCR results for relative levels of the indicated maternal transcripts in oocytes at GV and MII stages from WT and *Zar1/2^−^^/^^−^* females. *n* = 3 biological replicates. Error bars, SEM. *P < 0.05, **P < 0.01 and ***P < 0.001 by two-tailed Student's *t*-tests. (**F**) Quantitative RT–PCR results for the relative levels of indicated transcripts in the oocytes and embryos of WT and *Zar1/2^−^^/^^−^* females. *n* = 3 biological replicates. Error bars, SEM. *P < 0.05, **P < 0.01 and ***P < 0.001 by two-tailed Student's *t*-tests.

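Among the genes named in the MII plot, Zp2 had 36.8 ± 5.08 FPKM in WT and 662 ± 41.4 FPKM in Zar1/2-null oocytes, Polr2j had 34.3 ± 2.1 and 508 ± 80.7 FPKM, and Birc5 had 54.6 ± 3.92 and 564 ± 88.7 FPKM (SD, n = 2 each). Their log2 fold changes were 4.14, 3.84 and 3.34, with standard errors of 0.18, 0.17 and 0.17 and adjusted p-values of 1.68e-08, 1.68e-08 and 5.14e-08 from limma with Benjamini-Hochberg adjustment. Tceb1 rose from 59.6 ± 13.9 to 479 ± 136 FPKM and Padi6 from 144 ± 49.1 to 540.3 ± 10.5 FPKM. Of the 10 genes named in the plots, 6 were higher at MII and 0 lower, both over all genes tested and adjusted over the list alone. The study chose these names on the same libraries, so the second count is not independent evidence.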

Using RT-qPCR, we confirmed the RNA-seq results and demonstrated that the selected maternal transcripts were degraded during WT oocyte maturation but were stabilized by *Zar1/2* knockout (Figure 3E). The mRNA levels in the different samples were normalized to the housekeeping gene *Actin*, whose expression level remains unchanged during oocyte development and is unaffected by *Zar1/2* knockout (Figure 3A). 

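Actb, which encodes β-actin (chromosome 5 of mm9, 143664794 to 143668433, minus strand), had 83.5 ± 10.8 FPKM in WT growing oocytes, 52.7 ± 9.54 FPKM at the GV stage and 7.24 ± 1.03 FPKM at MII (SD, n = 2 each). The WT value fell 7.29-fold from GV to MII (adjusted p = 8.84e-08 from limma with Benjamini-Hochberg adjustment), and 2.14-fold without the ERCC scaling. In Zar1/2-null oocytes it was 102 ± 2.84, 56.4 ± 4.19 and 19.7 ± 3.88 FPKM. The difference between the genotypes did not pass the threshold of 0.05 in growing and GV oocytes (adjusted p = 0.247 and 0.668 from limma with Benjamini-Hochberg adjustment). At MII the log2 fold change was 1.32 (standard error 0.19, adjusted p = 0.000225 from the same limma test with Benjamini-Hochberg adjustment). Without the ERCC scaling Actb was also higher in growing and GV oocytes, by 0.58 and 0.55 on the log2 scale (adjusted p = 0.0193 and 0.0298 from limma with Benjamini-Hochberg adjustment).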

Known early zygotic genes were expressed at very low levels in WT oocytes and zygotes but accumulated at the 2-cell stage (Figure 3F). RT–qPCR indicated that the transcriptional activation of these genes was blocked in *Zar1/2^♀−^^/^^♂^^+^* embryos (Figure 3F). These genes included the endogenous retrovirus MuERV-L and *Zscan4* family members which maintain totipotency in 2-cell embryos and 2-cell-like stem cells (32,38), as well as other early zygotic genes (*Npl*, *Eif1a*, *Dppa4*, *Ppp1r8* and *Rpl10l*) with undetermined functions in MZT. These results further indicate that global ZGA was blocked by maternal *Zar1/2*-deletion.

Since the *Zar1/2^–/–^* oocytes had meiosis defects and arrested in metaphase I or telophase I, we could not conclude whether the mRNA degradation defect was primarily due to a lack of ZAR1/2 or a secondary consequence of arresting oocytes in meiosis I. To address this question, we artificially disrupted spindle assembly and arrested maturing oocytes in meiosis I by treatment with nocodazole (100 ng/ml; Supplementary Figure S4A and B), a widely used microtubule disruptor. We then detected selective mRNA degradation in these oocytes by RT-qPCR, showing that mRNA degradation was not affected by nocodazole treatment (Supplementary Figure S4C). These results strongly suggest that the delayed mRNA decay observed in *Zar1/2* null oocytes was due to a lack of ZAR1/2 rather than a secondary consequence of arresting oocytes in meiosis I.

### ZAR1/2-deletion impaired maternal mRNA translation during oocyte meiotic maturation

The decrease in maternal transcripts in ZAR1 and ZAR2 deleted oocytes may be due to decreased transcription or increased mRNA degradation, or both. To verify these possibilities, we assessed the global transcription activities of growing oocytes (isolated from 12-day-old mice) using a 5′-ethynyl uridine (EU) incorporation assay. The signals showed no significant differences between growing WT and *Zar1/2*-null oocytes (Supplementary Figure S5A and B). Similar results were obtained from NSN oocytes isolated from 23-day-old WT and *Zar1/2*-null mice (Supplementary Figure S5C and D). In contrast, EU signals were not detected in fully grown WT and *Zar1/2*-null oocytes with a SN chromosome configuration (Supplementary Figure S5C and D). These results indicate that: (i) *Zar1/2* knockout does not affect transcriptional silencing in fully grown oocytes; and (ii) the EU signal detected in growing oocytes is specific.

Considering that *Zar1/2* deletion would probably affect global protein synthesis, we incubated *Zar1/2^–/–^* oocytes with L-HPG, a methionine analogue. In the control groups, fully grown SN oocytes had stronger HPG signals than the growing NSN oocytes, indicating that total protein synthesis increased during oocyte development (Figure 4A and B). Protein translation activity further increased after meiotic resumption and then decreased during MI and MII. These changes reflected the translational activation of dormant maternal transcripts at the onset of meiotic resumption followed by the prompt degradation of these transcripts. In comparison, the *Zar1/2^–/–^* oocytes had lower HPG signals than the control oocytes, particularly during pro-MI (Figure 4A and B).

**Figure 4.**
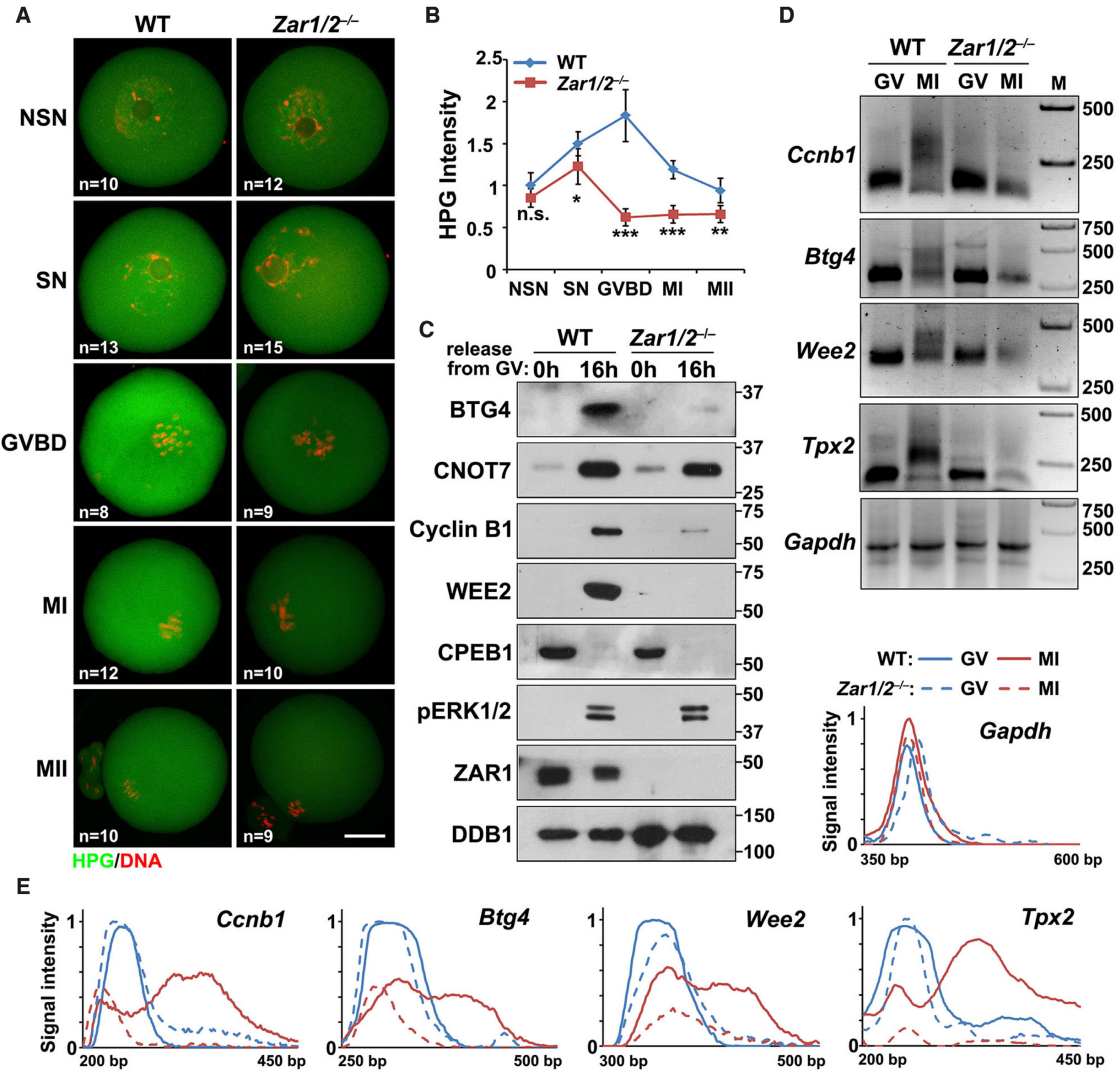
Low protein translation impairs meiotic maturation in *Zar1/2*-deleted oocytes. (**A**) HPG fluorescent staining shows protein synthesis activity in oocytes at the indicated stages. Oocytes were incubated in M16 medium with 50 μM HPG for 1 h prior to staining. The number of analyzed oocytes at each stage is indicated (n). Scale bars, 20 μm. (**B**) Quantification of HPG signal intensity in (A). Error bars, SEM. *P < 0.05, **P < 0.01 and ***P < 0.001 by two-tailed Student's *t*-tests. n.s.: non-significant. (**C**) Western blot results showing the expression levels of the indicated proteins in the GV and MII oocytes of WT and *Zar1/2^−^^/^^−^* females. Total proteins from 100 oocytes were loaded in each lane. (**D**) Changes in poly(A)-tail length of the indicated transcripts in GV and MII oocytes collected from WT and *Zar1/2^−^^/^^−^* females. The poly(A) tails of *Gapdh* were used as an internal control. (**E**) Quantification of the PAT assay results in (**D**). Plots show the averaged relative signal intensity (*y*-axis) and length of the PCR products based on mobility (*x*-axis).

Some proteins that normally accumulate after meiotic resumption, including BTG4 (10,39), cyclin B1 (37) and WEE2 (40), were not expressed in ovulated *Zar1/2^–/–^* oocytes (Figure 4C). Nevertheless, biochemical events upstream of meiotic resumption-coupled mRNA translational activation, namely ERK1/2 phosphorylation and CPEB1 degradation (13), occurred normally in *Zar1/2^–/–^* oocytes. CNOT7 is the catalytic subunit of CCR4-NOT deadenylase, which interacts with BTG4 to mediate maternal mRNA decay (10,41); its mRNA also undergoes translational activation during meiotic maturation. Unlike BTG4, CNOT7 accumulation was not impaired in *Zar1/2^–/–^* oocytes (Figure 4C). 

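Btg4 had 2414 ± 492 FPKM in WT and 1776 ± 109 FPKM in Zar1/2-null GV oocytes (SD, n = 2 each), a log2 fold change of -0.43 (standard error 0.22, adjusted p = 0.131 from limma with Benjamini-Hochberg adjustment). Ccnb1, which encodes cyclin B1, had 728 ± 143 and 447 ± 95.1 FPKM, a log2 fold change of -0.71 (standard error 0.21, adjusted p = 0.0203 from limma with Benjamini-Hochberg adjustment). The Ccnb1 call was lost with only the 4 libraries of the GV stage (adjusted p = 0.0764 from limma with Benjamini-Hochberg adjustment). Wee2 had 215 ± 37.4 and 159 ± 40.0 FPKM, a log2 fold change of -0.45 (standard error 0.20, adjusted p = 0.0843 from limma with Benjamini-Hochberg adjustment). For Btg4 and Wee2 both Zar1/2-null GV libraries lay below both WT libraries, although neither gene passed an adjusted p of 0.05 (Benjamini-Hochberg). The GV differences rested on the ERCC scaling. Without it the log2 fold changes were 0.024 for Btg4, -0.25 for Ccnb1 and 0.0026 for Wee2, none past the threshold. With the ERCC percentages averaged over the replicates of a group, Btg4 and Wee2 passed it at the GV stage (adjusted p = 0.0483 and 0.0229 from limma with Benjamini-Hochberg adjustment). Btg4 also passed it with a common ERCC reference for both replicates, an alternative chosen after seeing the data (adjusted p = 0.0290 from limma with Benjamini-Hochberg adjustment). With a replicate block, an alternative set before, Btg4 passed it and Wee2 did not (adjusted p = 0.0295 and 0.0784 from limma with Benjamini-Hochberg adjustment). At MII, Btg4 had 1499 ± 316 and 1280 ± 220 FPKM, Ccnb1 had 344 ± 22.7 and 342 ± 1.57 FPKM, and Wee2 had 73.9 ± 0.0486 and 99.7 ± 1.21 FPKM, with adjusted p-values of 0.518, 1.00 and 0.128 from limma with Benjamini-Hochberg adjustment. Wee2 at MII passed the threshold of 0.05 with the averaged percentages (adjusted p = 0.0261 from limma with Benjamini-Hochberg adjustment). It also did so with only the 4 libraries of the stage (adjusted p = 0.0437 from limma with Benjamini-Hochberg adjustment). Btg4 at MII was lower without the scaling, by a log2 fold change of -0.46 (adjusted p = 0.0323 from limma with Benjamini-Hochberg adjustment).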

At the GV stage, the maternal mRNAs encoding BTG4, cyclin B1 and WEE2 were at lower levels in *Zar1/2^–/–^* oocytes than those in WT oocytes, but in MII oocytes from WT and *Zar1/2^–/–^* mice, these mRNAs were at comparable levels (Figure 3A, gene names are indicated in the charts; Supplementary Figure S6A). Therefore, we hypothesized that the translational activation of certain maternal mRNAs was impaired in *Zar1/2* null oocytes.

For dormant maternal mRNAs, poly(A) tail elongation is the key step in translational activation (42,43). Therefore we assessed the poly(A) tail length of mRNAs encoding cyclin B1, BTG4 and WEE2 using a poly(A) tail (PAT) assay (Figure 4D and E). In GV stage WT oocytes, these mRNAs contained short tails but underwent remarkable polyadenylation at the MI stage. In contrast, the meiotic resumption-coupled tail elongation of these transcripts failed in *Zar1/2^–/–^* oocytes. The level and poly(A) length of the *Gapdh* transcript, used as an internal control, remained unchanged in all samples (Figure 4D and E).

### ZAR1/2-deletion impaired the 3′-UTR activation of maternal mRNAs encoding proteins essential for meiotic maturation and MZT

To determine whether ZAR1/2 played a role in the translational activation of *Btg4* and *Ccnb1* mRNAs, we constructed Flag-GFP reporters fused with the 3′-untranslated region (3′-UTR) of mouse *Btg4* (10,12–13). These reporter mRNAs were transcribed *in vitro* and microinjected into GV stage-arrested WT and *Zar1/2^–/–^* oocytes, with an *in vitro* polyadenylated mCherry transcript coinjected as a positive control (Figure 5A). After 16 h in the WT groups, we detected weak GFP signals in GV-arrested oocytes and strong GFP signals in MII oocytes, whereas the mCherry signals were equal in the GV- and MII-arrested oocytes (Figure 5B and C). The translation of Flag-GFP driven by *Btg4* 3′-UTR was also detected in the mature WT oocytes by western blot, but was remarkably reduced in *Zar1/2^–/–^* oocytes (Figure 5D). Similar results were obtained using a *Ccnb1* 3′-UTR (Figure 5E and F; Supplementary Figure S6B). These results indicate that the decreased BTG4 and cyclin B1 levels in maturing *Zar1/2^–/–^* oocytes were primarily due to insufficient translational activation of their 3′-UTRs.

**Figure 5.**
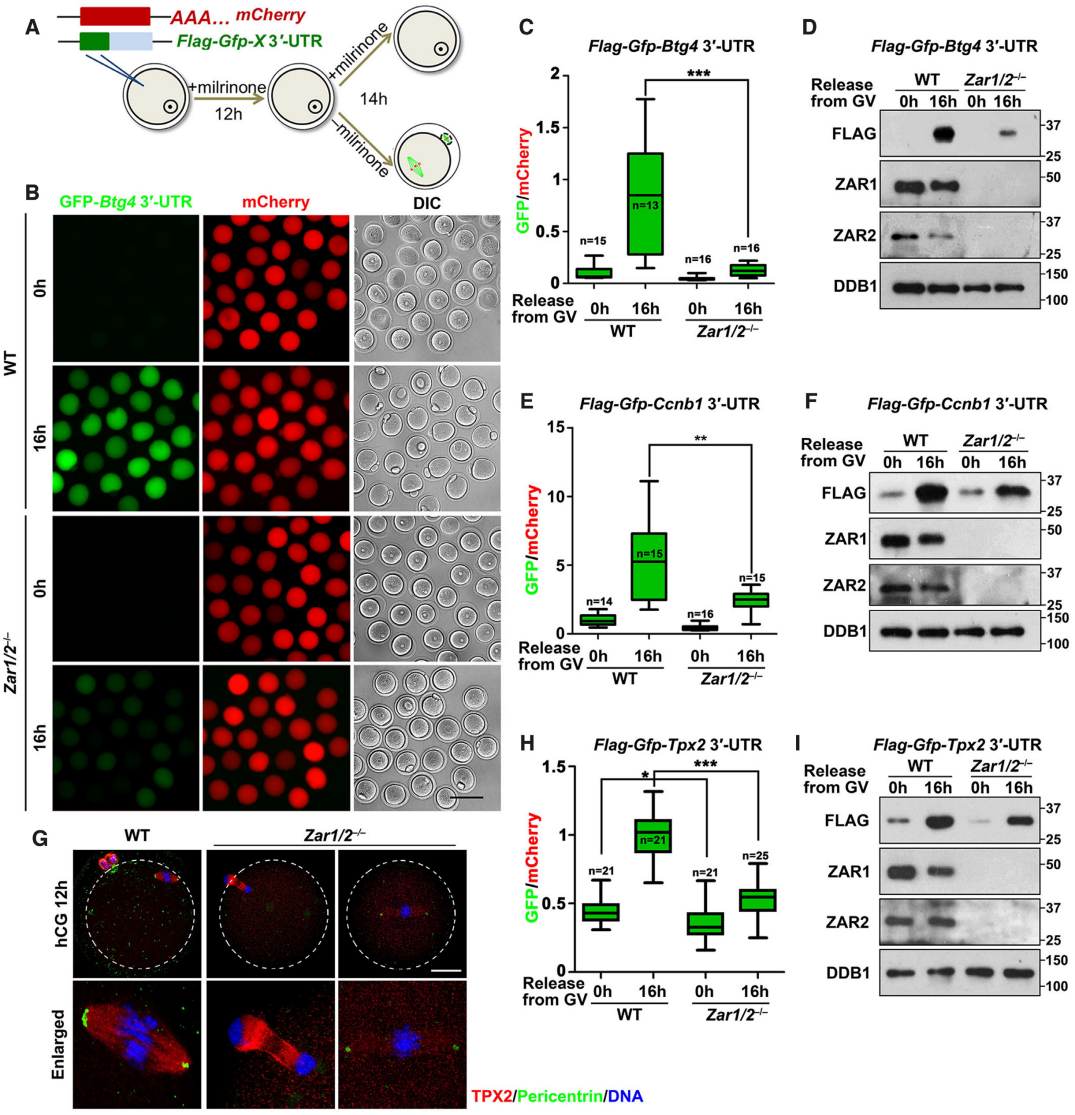
ZAR1/2 regulate the translational activation of maternal mRNAs. (**A**) Diagram of the 3′-UTR reporter assay. (**B**) Fluorescence microscopy showing the expression of FLAG-GFP fused with *Btg4* 3′-UTR in WT and *Zar1/2^−^^/^^−^* oocytes. Scale bar, 100 μm. (**C** and **D**) Relative GFP intensity (C) and western blot analysis (D) showing the expression of FLAG-GFP fused with *Btg4* 3′-UTR in WT and *Zar1/2^−^^/^^−^* oocytes. (**E** and **F**): Relative GFP intensity (E) and western blot analysis (F) showing the expression of FLAG-GFP fused with *Ccnb1* 3′-UTR in WT and *Zar1/2^−^^/^^−^* oocytes. (**G**) TPX2 immunofluorescence of oocytes from WT and *Zar1/2^−^^/^^−^* females 12 h after hCG injection. MTOCs and DNA were labeled with pericentrin and DAPI, respectively. Scale bar, 20 μm. (**H** and**I**) Relative GFP intensity (H) and western blot (I) analysis showing the expression of FLAG-GFP fused with *Tpx2* 3′-UTR in WT and *Zar1/2^−^^/^^−^* oocytes. For all panels, the number of analyzed oocytes is indicated (n). Error bars, S.E.M. *P < 0.05, **P < 0.01 and ***P < 0.001 by two-tailed Student's *t*-tests. Total proteins from 100 oocytes were loaded in each lane.

TPX2 (targeting protein for the *Xenopus* kinesin xKLP2) is required for spindle assembly during oocyte maturation and *Tpx2* mRNAs undergo translational activation after meiotic resumption (44,45). The *Tpx2* mRNA levels in *Zar1/2* null oocytes were comparable to those in WT oocytes throughout development (Figure 3A; Supplementary Figure S6A). 

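Tpx2 (chromosome 2 of mm9, 152673700 to 152721057) had 55.7 ± 1.33 FPKM in WT and 39.0 ± 2.37 FPKM in Zar1/2-null growing oocytes, and 38.5 ± 0.934 and 25.3 ± 0.0199 FPKM at the GV stage (SD, n = 2 each). The log2 fold changes were -0.50 and -0.59 (standard error 0.14 each, adjusted p = 0.0182 and 0.00714 from limma with Benjamini-Hochberg adjustment). At MII it had 19.3 ± 3.11 and 17.3 ± 0.00366 FPKM (adjusted p = 0.535 from limma with Benjamini-Hochberg adjustment). The calls depended on the scaling. Without the ERCC factors the log2 fold changes were -0.22 and -0.15 in growing and GV oocytes, neither past the threshold, and -0.38 at MII, with an adjusted p of 0.0459 from limma with Benjamini-Hochberg adjustment.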

TPX2 localized to the meiotic spindles of WT oocytes and pericentrin, a marker of the microtubule organizing center (MTOC), was visualized as dots concentrated at the spindle poles (Figure 5G). The TPX2 signal was low and diffuse on the spindles of *Zar1/2* null oocytes, whereas the pericentrin dots were smaller and their fluorescent signals were weaker than in WT oocytes (Figure 5G). Although the TPX2 antibody sensitivity was not high enough to detect endogenous TPX2 by western blotting (data not shown), PAT (Figure 4D and E) and 3′-UTR reporter (Figure 5H and I; Supplementary Figure S6C) assays indicated that *Tpx2* mRNA polyadenylation and translation failed during oocyte maturation. Impaired TPX2 accumulation might cause spindle assembly and PB1 emission failures in *Zar1/2^–/–^* oocytes.

To rule out the possibility that impaired spindle assembly and PB1 emission in *Zar1/2^–/–^* oocytes might nonspecifically affect the translational activation of maternal mRNAs, we evaluated the protein translational activity of spindle-disrupted (nocodazole treatment) WT oocytes. HPG staining indicated that global translation activity was similar in oocytes cultured for 16 h in medium with (arrested at MI) and without (released PB1 and developed to MII) nocodazole (Supplementary Figure S4D and E). The *Btg4* 3′-UTR reporter experiment also showed that *Btg4* 3′-UTR translational activity was not affected by spindle disruption (Supplementary Figure S4F–H).

### ZAR1/2 interact with mRNAs via their C-terminal zinc-finger domains

Next, we investigated whether ZAR1/2 physically interact with mRNAs to regulate their translation using RNA immunoprecipitation (RIP) assays. Endogenous ZAR1 proteins were specifically pulled down from WT oocyte lysates using an anti-ZAR1 antibody (Figure 6A). RT-qPCR demonstrated that maternal transcripts encoding proteins essential for oocyte function were enriched in the ZAR1 precipitates (Figure 6B). We also overexpressed WT and RNA-binding domain-mutated ZAR1 (ZAR1^4CS^) in HeLa cells, which contain no endogenous ZAR1 proteins. 

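Rnf2, Nceh1, Ythdf2 and Wee1 were measured in all 12 oocyte libraries. In WT GV oocytes they had 44.8 ± 4.44, 36.0 ± 6.00, 22.0 ± 3.91 and 4.18 ± 0.370 FPKM (SD, n = 2 each). In Zar1/2-null GV oocytes they had 9.77 ± 1.35, 8.43 ± 1.05, 14.7 ± 0.746 and 4.63 ± 1.49 FPKM. For Rnf2 and Nceh1 the log2 fold changes of -2.09 and -1.97 (standard errors 0.14 and 0.16) were larger than the spread between replicates, with adjusted p-values of 6.76e-06 and 1.38e-05 from limma with Benjamini-Hochberg adjustment. Ythdf2 had a log2 fold change of -0.54 (standard error 0.15, adjusted p = 0.0133 from limma with Benjamini-Hochberg adjustment), a call that was lost without the ERCC scaling (-0.12, adjusted p = 0.574 from limma with Benjamini-Hochberg adjustment). The Ythdf2 call was also lost with only the 4 libraries of the stage (adjusted p = 0.0913 from limma with Benjamini-Hochberg adjustment). Wee1 did not pass the threshold at GV (adjusted p = 0.670 from limma with Benjamini-Hochberg adjustment). In growing oocytes Ythdf2 and Wee1 were higher and Rnf2 and Nceh1 lower in Zar1/2-null oocytes, with log2 fold changes of 0.64, 1.20, -0.90 and -1.58 (adjusted p = 0.00702, 0.000413, 0.000831 and 4.89e-05 from limma with Benjamini-Hochberg adjustment). Wee1 fell under 1 FPKM in MII oocytes of both genotypes.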

Immunoprecipitation and RT-qPCR showed that select transcripts (which were also found to be expressed in oocytes by RNA-seq) physically bind with ZAR1, but not ZAR1^4CS^ (Figure 6C and D). Similar results were obtained by RIP assays using ZAR2 (Supplementary Figure S7A–C). Therefore, ZAR1/2 physically interact with mRNAs and their RNA binding ability relies on their C-terminal zinc finger domains.

**Figure 6.**
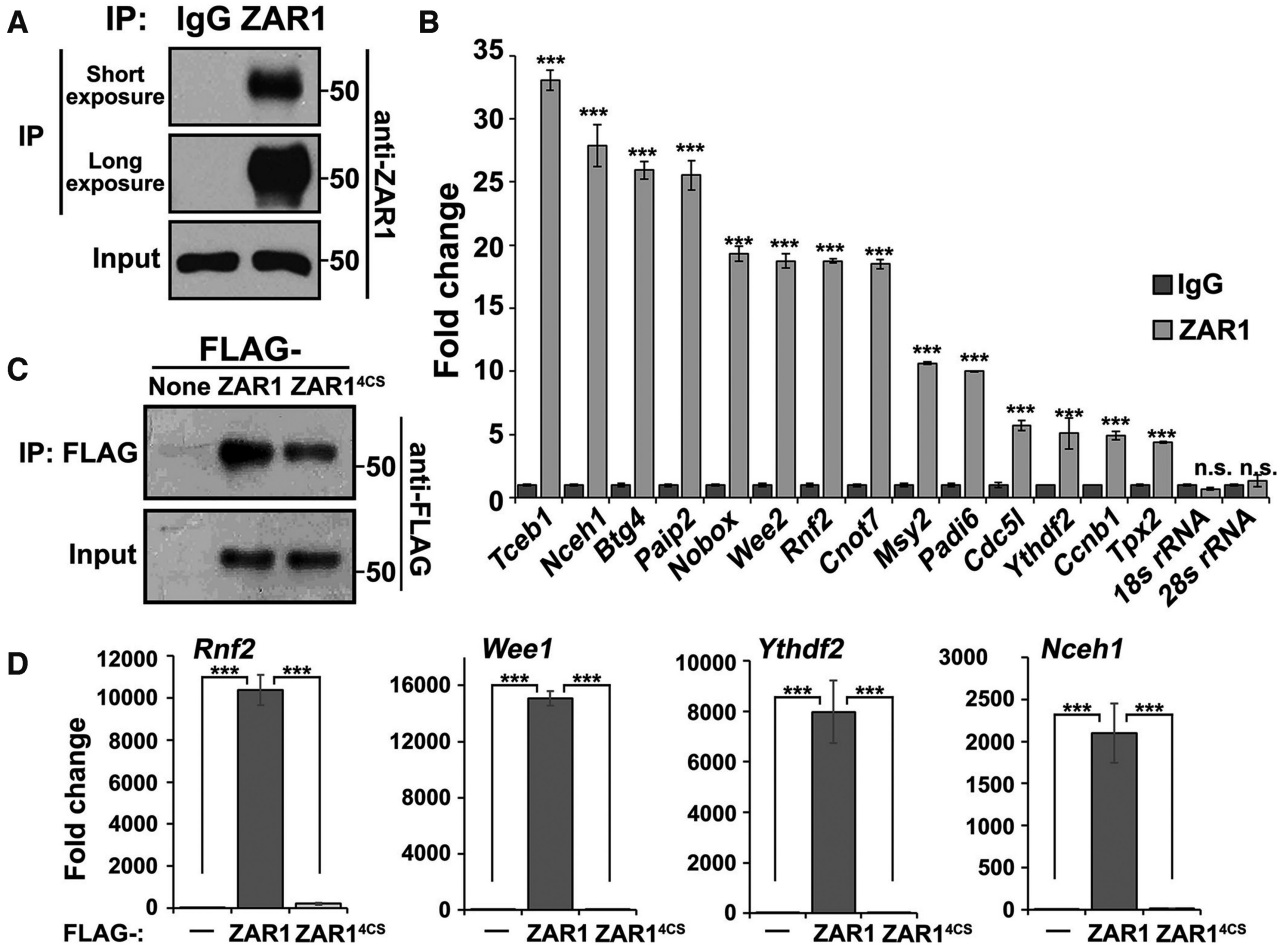
ZAR1/2 interact with mRNAs via their C-terminal zinc-finger domains. (**A**) Western blot results showing that the endogenous ZAR1 protein was specifically pulled down from WT oocyte lysates by an anti-ZAR1 antibody. (**B**) RIP results using an anti-ZAR1 antibody showing the interactions between ZAR1 and maternal transcripts in GV oocytes. Levels of mRNAs coprecipitated with ZAR1 were detected by RT-qPCR. *n* = 3 biological replicates. Error bars, S.E.M. ***P < 0.001 by two-tailed Student's *t*-tests. n.s.: non-significant. (**C**) Western blot results showing that Flag-tagged ZAR1 and ZAR1^4CS^ were specifically pulled down from HeLa cell lysates using an anti-FLAG antibody. (**D**) RIP assay results using an anti-FLAG antibody showing the interactions between ZAR1 (FLAG-ZAR1 and FLAG-ZAR1^4CS^) and the indicated transcripts in HeLa cells. The levels of mRNAs coprecipitated with ZAR1 were detected by RT-qPCR. n = 3 biological replicates. Error bars, S.E.M. ***P < 0.001 by two-tailed Student's *t*-tests.

### ZAR1/2 interact with MSY2 and are localized to cytoplasmic lattices

In addition to oocyte maturation defects, we observed that the levels of maternal mRNAs decreased in GV-stage arrested *Zar1/2* knockout oocytes (Figure 3A). Therefore we further investigated the possible causes for the maternal transcriptome change. 

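By limma with Benjamini-Hochberg adjustment at 0.05, 4666 genes were lower and 325 higher in Zar1/2-null GV oocytes, and the median log2 fold change of all 11502 genes was -0.38. Summed over all genes, FPKM was 528992 ± 68154 in WT and 411905 ± 14257 in Zar1/2-null GV oocytes (SD, n = 2 each), a ratio of 0.779. The extent of the decrease rested on the ERCC scaling. With median scaling in its place 1364 genes were lower and 875 higher. With no scaling 1590 genes were lower and 882 higher, the median was -0.026 and the summed FPKM had a ratio of 1.07. The scaling moved the median of all genes from 0.08 to -0.16 in growing oocytes and from -0.0027 to 0.060 at MII.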

MSY2 is an RNA-binding protein that maintains global mRNA stability in mammalian germ cells (46,47). *Zar1/2* knockout caused phenotypes resembling *Msy2* knockout; female *Msy2^–/–^* mice are infertile as their MII oocytes are severely compromised due to aberrant spindle formation and chromosome alignment (48). Therefore, we examined potential functional connections between ZAR1/2 and MSY2, finding that MSY2 protein levels, but not mRNA levels, decreased in *Zar1/2^–/–^* oocytes (Figure 7A and B). When co-expressed in HeLa cells, MSY2 coprecipitated with ZAR1/2 but their interaction was disrupted by RNase A treatment (Figure 7C), indicating that ZAR1/2 and MSY2 do not directly bind to each other but reside on the same RNA molecules. Furthermore, the non-RNA binding ZAR1 mutant (ZAR1^4CS^) did not coprecipitate with MSY2 (Figure 7D), again suggesting that the MSY2–ZAR1/2 interaction is indirect and RNA-mediated.

**Figure 7.**
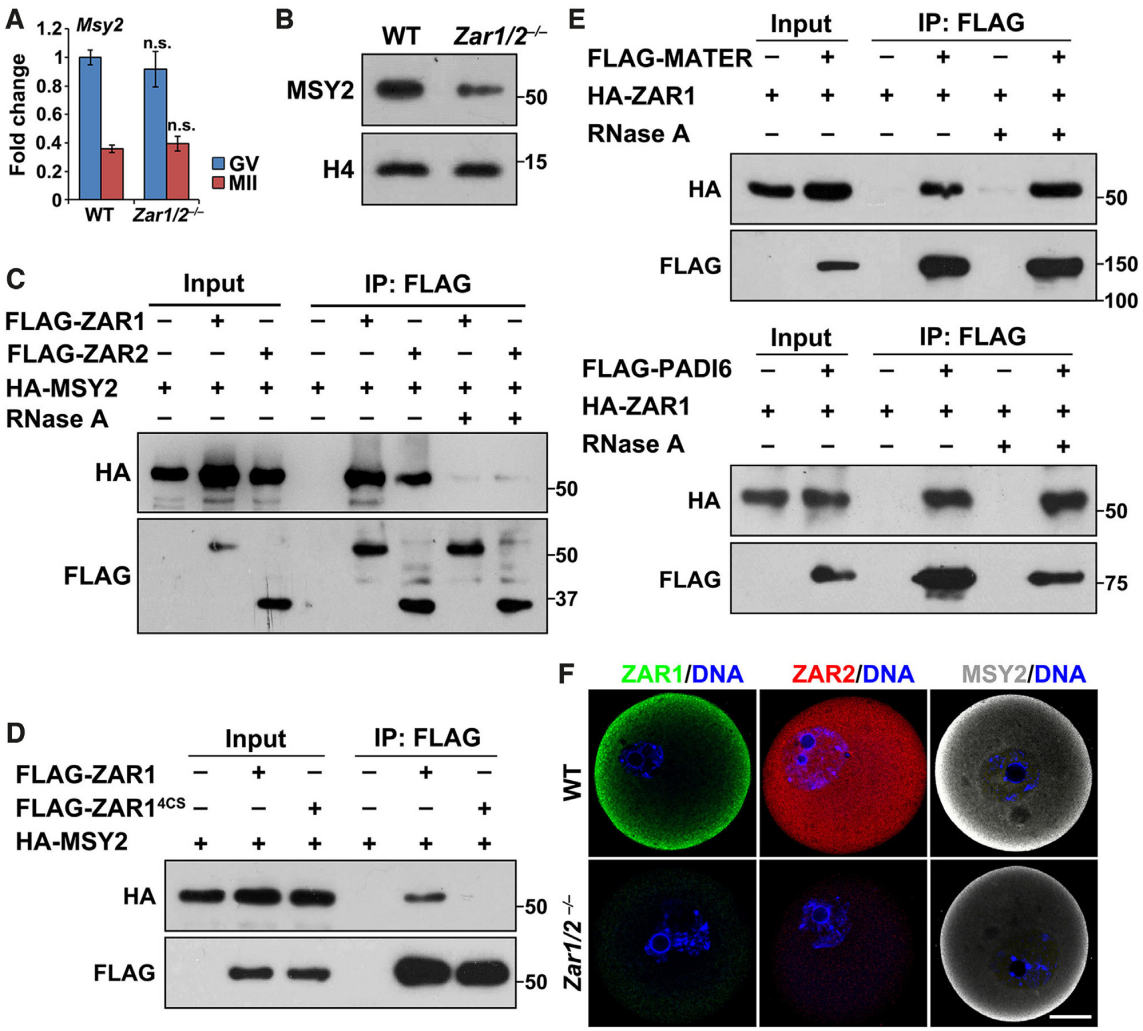
ZAR1/2 interact with MSY2 at CPLs. (**A**) RT-qPCR results showing *Msy2* mRNA levels in the oocytes of WT and *Zar1/2^–/–^* females. *n* = 3 biological replicates. Error bars, S.E.M. n.s.: non-significant. (**B**) Western blot results showing MSY2 expression in WT and *Zar1/2^–/–^* oocytes at the GV stage. Total proteins from 50 oocytes were loaded in each lane. Histone H4 was blotted as a loading control. (**C**) Co-IP results showing the interaction between MSY2 and ZAR1/2. Experiments in (C**–E**) were performed three times with reproducible results; a representative result is shown. (D) Co-IP results showing the interactions of MSY2 with WT and zinc finger-mutated ZAR1 (ZAR1^4CS^). (E) Co-IP results showing the interactions of ZAR1 with CPL components MATER (top) and PADI6 (bottom). (**F**) Immunofluorescent staining of ZAR1/2 and MSY2 in WT and *Zar1/2^–/–^* oocytes. Scale bar, 20 μm.

PADI6 anchors MSY2-mRNAs to oocyte cytoplasmic lattices (CPLs), which have a function in mRNA and ribosomes storage during MZT (46,49–50). CPLs contain several proteins encoded by *Mater, Padi6, Floped, Tle6* and *Filia*, whose deficiency in oocytes cause CPL disassembly, abnormal subcellular structure clustering (mitochondria and Golgi apparatus) and zygotic arrest (51). ZAR1/2 could bind the CPL components MATER and PADI6 when co-expressed in HeLa cells. These interactions were resistant to RNase A digestion, suggesting that they are not RNA-mediated (Figure 7E and Supplementary Figure S7D).

Immunofluorescence showed that ZAR1 and MSY2 were both enriched in the cortical region of fully grown oocytes, whereas ZAR2 was distributed evenly in the oocytes (Figure 7F). ZAR1/2 fluorescent signals were shown to be specific since they were not detected in *Zar1/2^–/–^* oocytes under the same labeling and imaging conditions. Consistent with western blotting, the MSY2 immunofluorescent signal decreased in *Zar1/2^–/–^* oocytes; however, its cortical enrichment persisted. Collectively, these results suggest that ZAR1/2 may function together with MSY2 and CPL, which have been reported to be involved in maternal mRNA stabilization and mobilization in oocytes (46–47,49).

## DISCUSSION

*Zar1* was one of the first reported mammalian maternal effect genes together with *Mater* and *Npm2* (19–21). Wu *et al.* reported that *Zar1*-null oocytes displayed normal meiotic maturation but zygotes derived from these oocytes arrested at the 1-cell stage (17,18). Although the phenotype of *Zar1* knockout mice was reported in 2002, the mechanisms underlying the regulation of MZT by mammalian ZAR1 have not been investigated. Additionally, *Zar2* was reported to be a *Zar1* homolog in the vertebrate genome, yet its *in vivo* functions remain unknown (25,26). In this study, we generated *Zar1* and *Zar2* knockout mice using the CRISPR-Cas9 system, demonstrated their novel function regulating oocyte meiotic maturation, and investigated the biochemical mechanisms that caused their phenotypes (Summarized in Figure 8). These new results suggest that: (i) the zygotic arrest phenotype in *Zar1/2*-null mice is secondary to meiotic maturation failure in the *Zar1/2^–/–^* oocytes; and (ii) *Zar2* is partially redundant with *Zar1* in regulating oocyte maturation and MZT since maternal *Zar1/2* knockout causes stronger oocyte and zygote development defects than *Zar1*-deletion alone.

**Figure 8.**
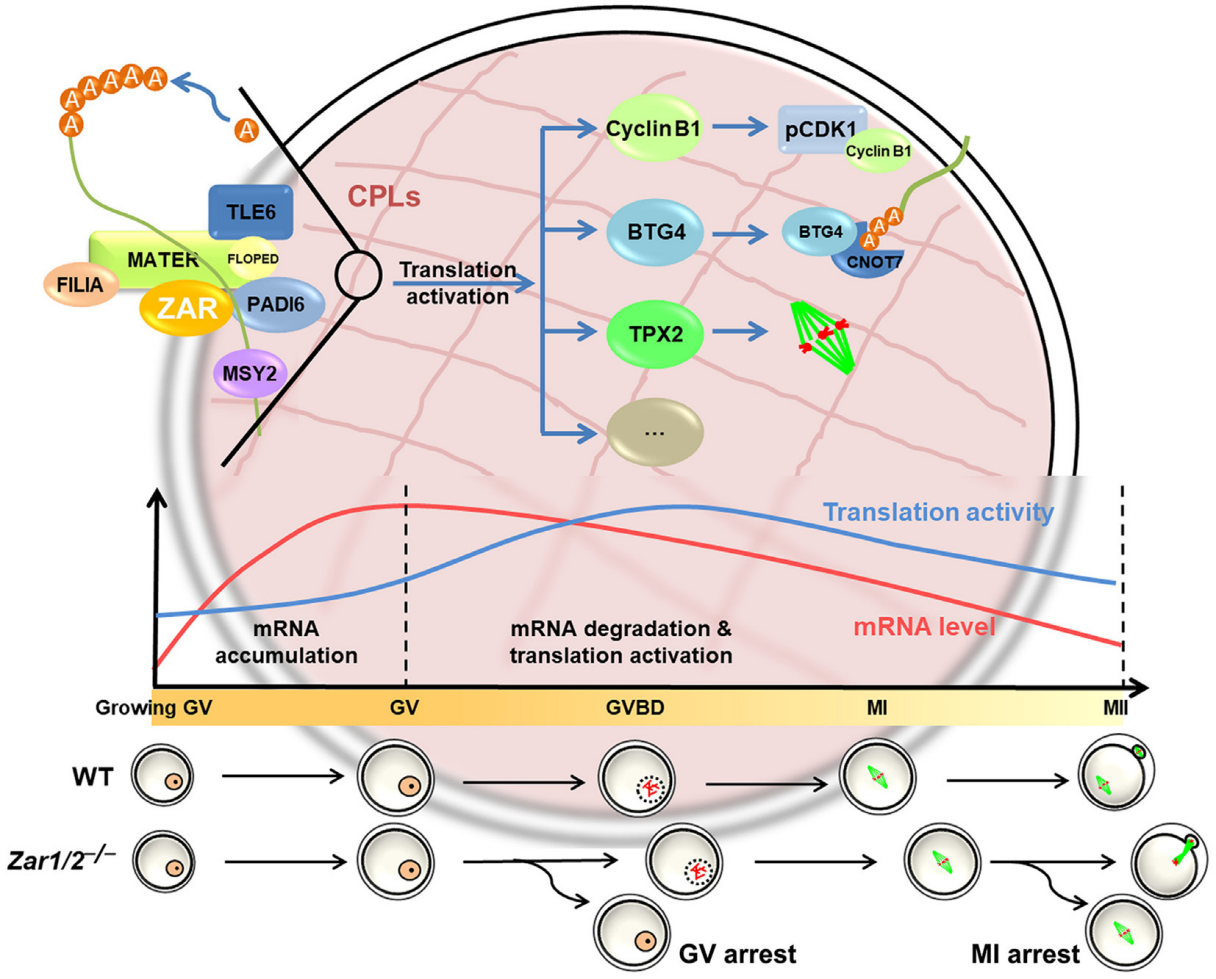
A diagram showing the role of ZAR1/2 in the regulation of mRNA stability and translation in oocytes. In GV-arrested oocytes, ZAR1 and ZAR2 are involved in the maintenance of mRNA stability together with MSY2 at the CPLs. After meiotic resumption of the oocytes, ZAR1/2 facilitate the translation activation of certain maternal mRNAs, including *Ccnb1*, *Tpx2* and *Btg4*, which encode proteins involved in cell-cycle progression, spindle assembly and maternal mRNA decay. ZAR1/2 deletion in oocytes results in MSY2 downregulation, maternal mRNA instability, the impaired translation of important oocyte proteins and ultimately meiotic maturation defects.

*Zar1* mutations in zebrafish cause oocyte protein over-translation and induce protein folding stress in ooplasm (22). Consequently, growing oocytes undergo P53-dependent apoptosis and female germ cells are depleted in female gonads. By comparison, *Zar1/2* deletion in mice cause no morphological abnormalities during intra-ovarian oocyte development or histological changes in the gonad. Contrary to the reports in zebrafish, translational activity decreased in *Zar1/2*-null mouse oocytes, particularly after meiotic resumption. Nevertheless, these studies all indicate that ZAR1 primarily functions during oocyte growth (zebrafish) or maturation (mouse), rather than after fertilization as previously believed. The role of ZAR1 in oocyte maturation had not been noted in previous studies (17), potentially because ZAR2 can partially substitute for ZAR1 in maturing oocytes. Only by deleting both *Zar1* and *Zar2* can we clearly observe GVBD, PB1 emission and spindle defects.

Biochemical studies in *Xenopus* oocytes have shown that ZAR1/2 interact with mRNA 3′-UTRs to repress translation, contrary to the translation-stimulating activity we observed in mouse oocytes (28). This may be due to the following reasons: (i) while the role of *Xenopus* ZAR1/2 was mainly investigated in immature GV stage-arrested oocytes, we observed that ZAR1/2 facilitates maternal mRNA translation most significantly after meiotic resumption; and (ii) the translational inhibition effect of *Xenopus* ZAR1/2 was tested using a β-globin 3′-UTR-based reporter containing two MS2 stem-loops, which are recognition motifs of the RNA-binding protein Musashi. Instead, we evaluated the influence of ZAR1/2 on translation using the 3-UTRs of bona fide ZAR1/2-targeting mRNAs during oocyte meiotic resumption, including *Btg4*, *Ccnb1* and *Wee2*. The results of the reporter assay were consistent with the observation that endogenous proteins encoded by these mRNAs failed to accumulate in *Zar1/2*-null oocytes. Among the proteins transiently translated from maternal mRNAs, cyclin B1 and WEE2 are associated with the timely progression and arrest of the meiotic cell cycle (40); TPX2 regulates spindle assembly and polar body emission (44,45), while BTG4 triggers maternal mRNA clearance and MZT (10,39). The translation of these important oocyte proteins was compromised in the absence of ZAR1/2 and their functions correspond with the major phenotypes of *Zar1/2*-null oocytes.

In addition to oocyte maturation defects, we observed transcriptomic changes in GV oocytes after *Zar1/2* knockout, with the levels of many maternal mRNAs decreasing in GV oocytes. This is unlikely to be due to decreased transcription as: (i) total transcriptional activity in growing *Zar1/2*-null oocytes was comparable to that in WT oocytes; and (ii) ZAR1/2 are cytoplasmic proteins that lack biochemical bases to directly regulate transcription. Therefore, a plausible explanation is that ZAR1/2 may be involved in the stabilization of mRNAs in the ooplasm. Mammalian oocytes accumulate large quantities of translationally dormant mRNAs during their growth phase, with oocyte maturation depending on the timely recruitment of maternal mRNAs to translational machinery (4,52). MSY2 is an RNA-binding protein expressed abundantly in mouse ooplasm that plays a key role in stabilizing maternal mRNAs in oocytes (53). A specialized cytoskeletal structure known as the CPL is important for compartmentalizing the ooplasm and mRNA storage in oocytes (50,51). ZAR1 indirectly interacted with MSY2 via RNAs, directly bound CPL components, and colocalized with MSY2 and CPL in the cortical region of GV oocytes. Furthermore, MSY2 expression was low in *Zar1/2* null oocytes, possibly due to the decreased stability and translation of *Msy2* mRNAs, as for other maternal transcripts.

These results reveal a previously unrecognized function of ZAR1/2 in mammalian oocytes and indicate that the previously described role of ZAR1/2 in ZGA is secondary to oocyte maturation defects. The stringent definition of a maternal factor is ‘a protein supplied by the mother but solely functioning in the progeny’ (54,55); therefore, a true maternal effect gene determines the phenotype of the offspring but not the mother itself. In this sense, *Zar1*, known for decades as a representative mammalian maternal effect gene, is actually not a true maternal effect gene.

## DATA AVAILABILITY

RNA-seq data have been deposited in the NCBI Gene Expression Omnibus database. GEO accession number: GSE135787. UCSC genome browser session for RNA-seq data: http://genome.ucsc.edu/s/yezhang_zhu/Zar1%262

## Supplementary Material

gkz863_Supplemental_Files Click here for additional data file.

# Supplementary material for: ZAR1 and ZAR2 are required for oocyte meiotic maturation by regulating the maternal transcriptome and mRNA translational activation
**Source:** Nucleic Acids Res. 2019 Oct 10;47(21):11387–402. doi: 10.1093/nar/gkz863
**Supplement:** gkz863_Supplemental_Files

## Supplementary Information

### Supplementary Figures

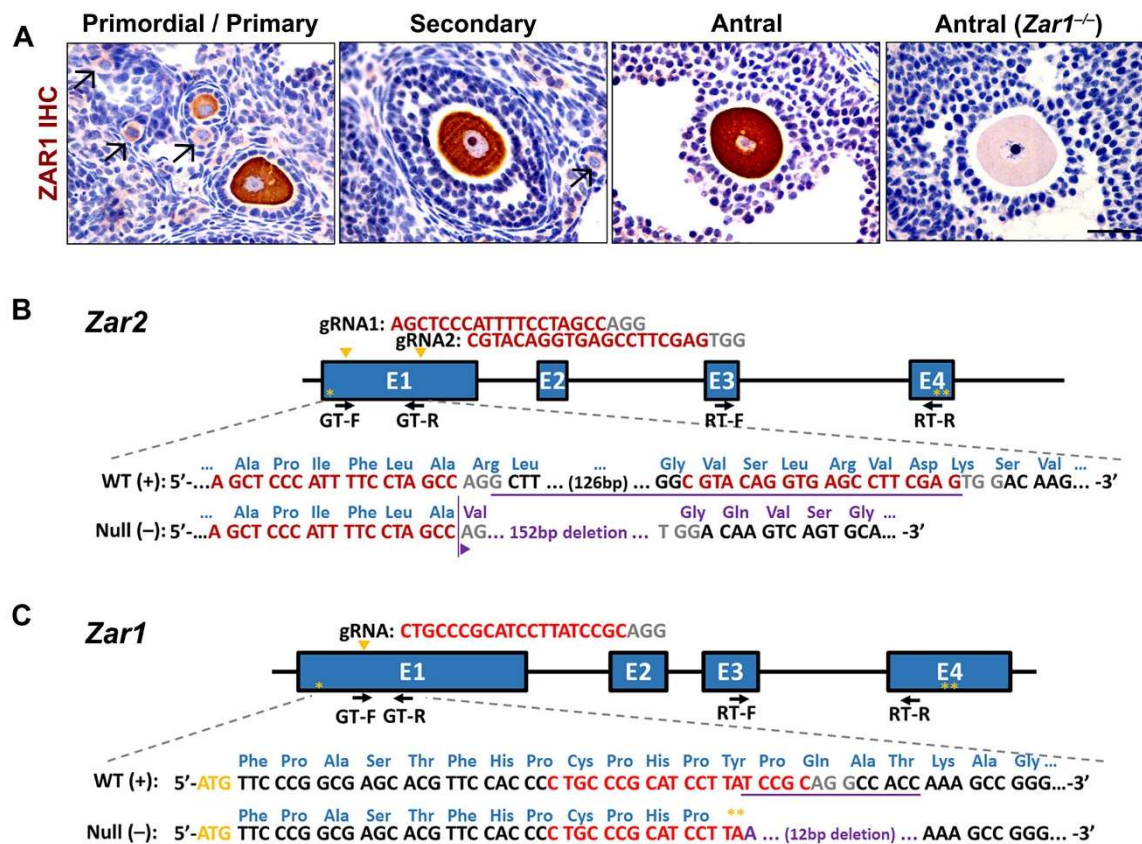

**Figure S1. Expression of ZAR1 in oocytes and the generation of *Zar1*<sup>-/-</sup> and *Zar2*<sup>-/-</sup> mice.**

**A:** Immunohistochemistry results showing ZAR1 protein levels in the oocytes of WT and *Zar1/2*-null mice. Follicle stages are indicated. Arrows indicate oocytes within primordial follicles. Scale bar, 50  $\mu$ m. **B-C:** Gene-targeting strategies for *Zar2* (**B**) and *Zar1* (**C**) knockout. F, forward; R, reverse; gRNA, guide RNA; \*, start codon; \*\*, stop codon.

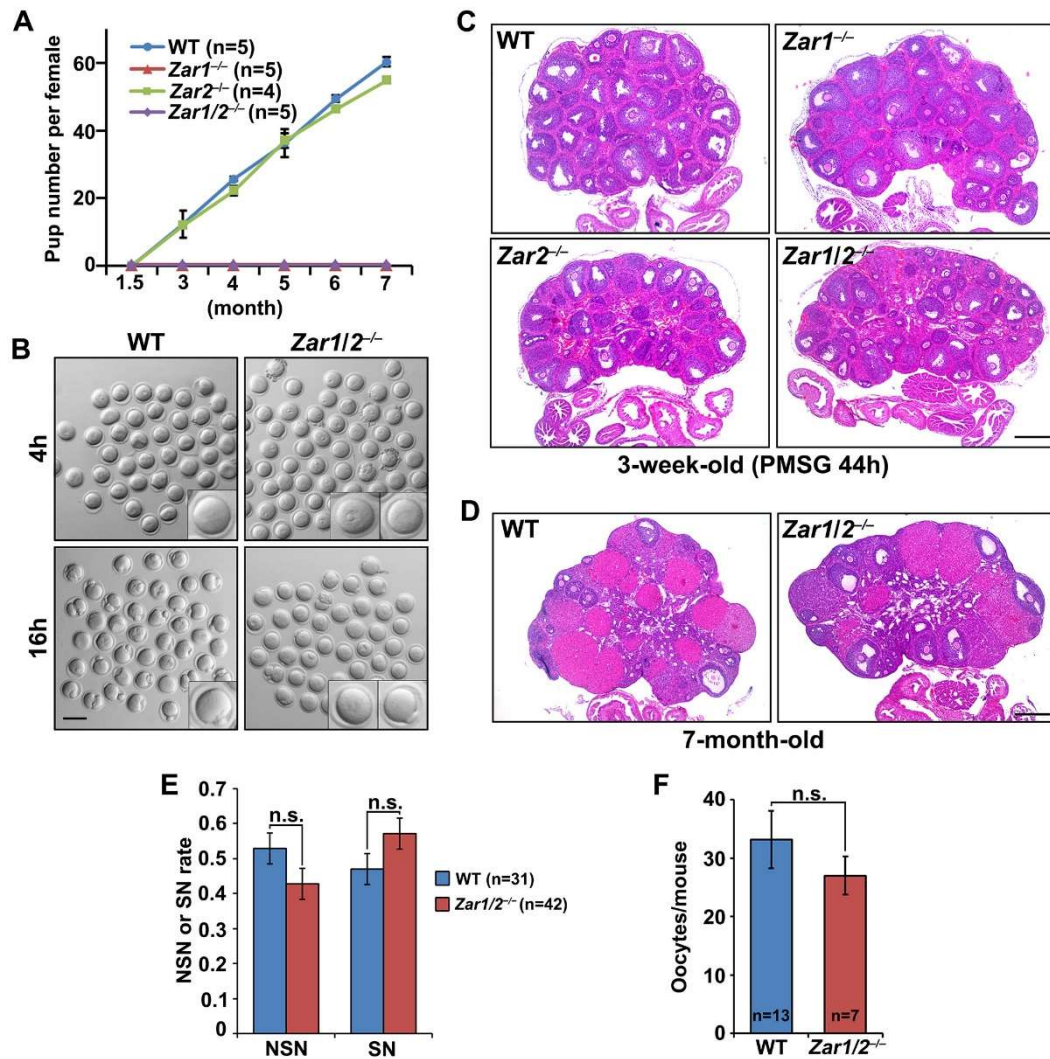

**Figure S2. Phenotype analyses of female *Zar1*<sup>-/-</sup>, *Zar2*<sup>-/-</sup>, and *Zar1/2*<sup>-/-</sup> mice.** **A:** Cumulative number of pups per female showing the fertility of female WT, *Zar1*<sup>-/-</sup>, *Zar2*<sup>-/-</sup>, and *Zar1/2*<sup>-/-</sup> mice. The number of analyzed mice is indicated (n). Error bars, S.E.M. **B:** Representative images of WT and *Zar1/2*<sup>-/-</sup> oocytes cultured *in vitro*. Scale bar, 100  $\mu$ m. **C:** H&E staining results showing the ovarian histology of 3-week-old WT and *Zar1/2*<sup>-/-</sup> mice 44 h after PMSG injection. Scale bar, 500  $\mu$ m. **D:** H&E staining results showing the ovarian histology of 7-month-old WT and *Zar1/2*<sup>-/-</sup> mice. Scale bar, 500  $\mu$ m. **E:** Proportion of non-surrounded nucleolus (NSN)-type and surrounded nucleolus (SN)-type fully-grown GV oocytes from WT and *Zar1/2*<sup>-/-</sup> females. **F:** The average number of ovulated oocytes in 3-week-old WT and *Zar1/2*<sup>-/-</sup> females, as determined by a superovulation assay. In (**E**) and (**F**), the numbers of analyzed oocytes and mice are indicated (n), respectively. Error bars, S.E.M. n.s.: non-significant.

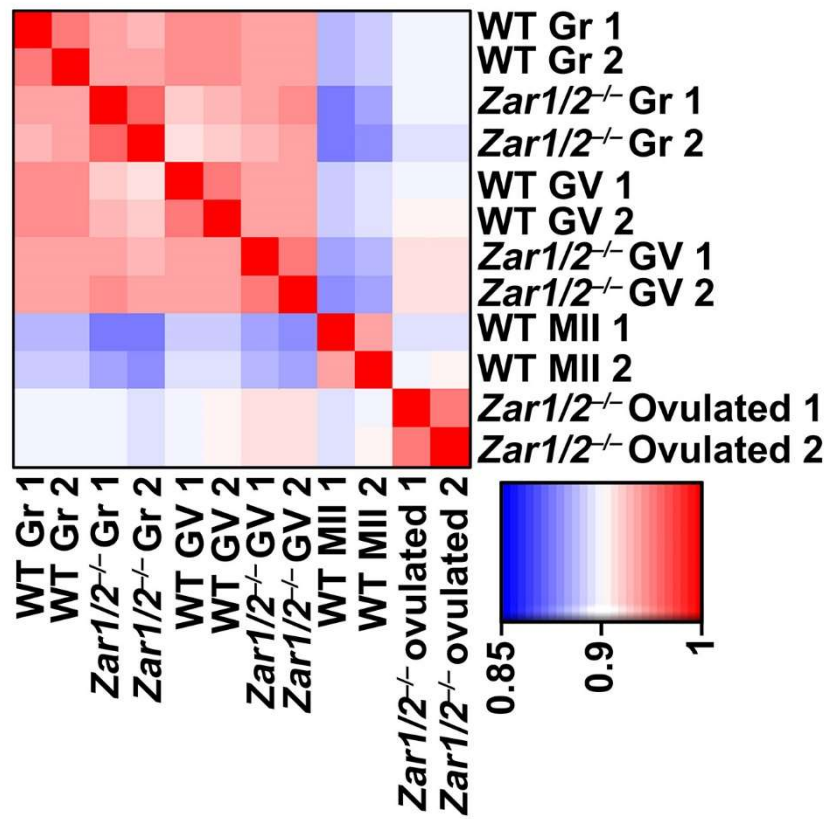

**Figure S3:** Heat map of the Spearman correlation coefficients of WT and *Zar1/2*<sup>-/-</sup> oocytes at the indicated developmental stages (Gr: growing stage).

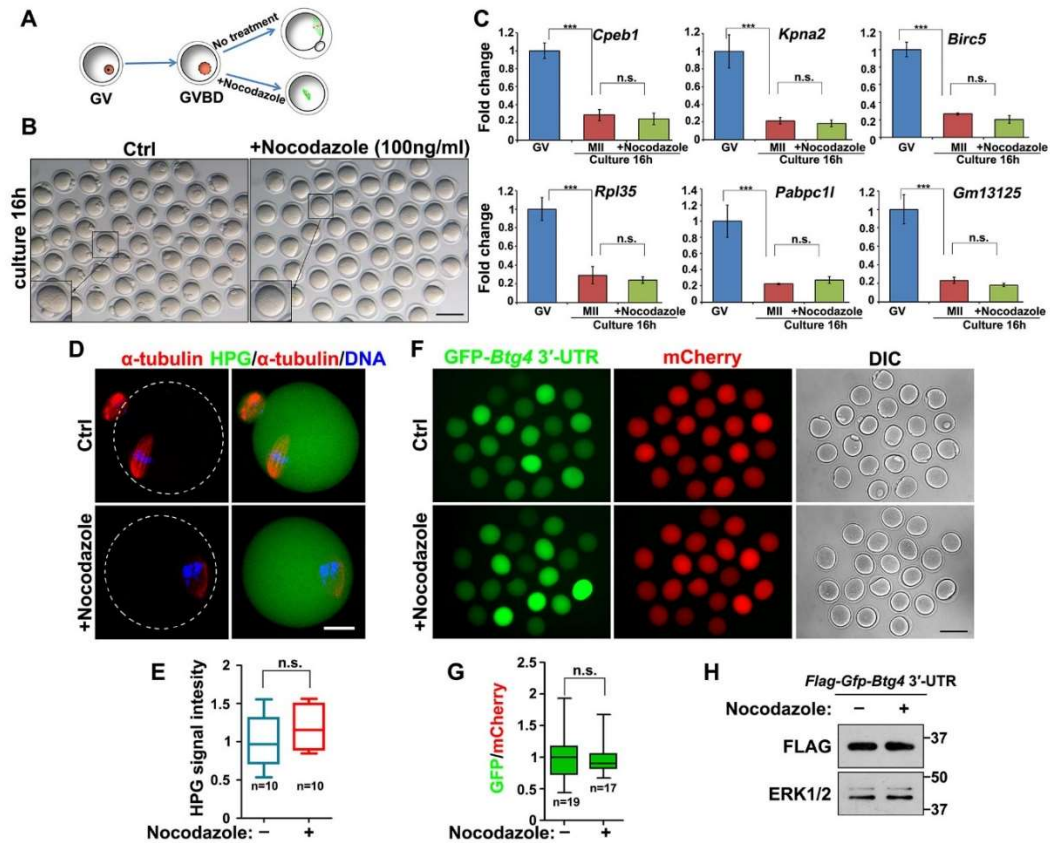

**Figure S4. Impaired spindle assembly and PB1 emission in oocytes do not affect the degradation or translational activation of maternal mRNAs.** **A:** Diagram of spindle assembly disruption using the microtubule disruptor, nocodazole. **B:** Representative images of oocytes with or without nocodazole treatment 16 h after *in vitro* culture. Scale bar, 100  $\mu$ m. **C:** Quantitative RT-PCR results showing the relative levels of indicated transcripts in oocytes with or without nocodazole treatment 16 h after *in vitro* culture.  $n = 3$  biological replicates. Error bars, SEM. \*\*\* $P < 0.001$  by two-tailed Student's *t*-tests. n.s.: non-significant. **D-E:** HPG fluorescent staining (**D**) and quantification of HPG signal intensity (**E**) showing protein synthesis in oocytes with or without nocodazole treatment 16 h after *in vitro* culture. Scale bars, 20  $\mu$ m. The number of analyzed oocytes for each treatment is indicated ( $n$ ). Error bars, SEM. n.s.: non-significant. **F-H:** Fluorescence microscopy (**F**), relative GFP intensity relative to mCherry by fluorescence microscopy (**G**) and western blot analysis (**H**) showing the expression of FLAG-GFP fused with *Btg4* 3'-UTR in oocytes with or without nocodazole treatment 16 h after *in vitro* culture. The number of analyzed oocytes is indicated ( $n$ ). Error bars, S.E.M. n.s.: non-significant. Total proteins from 100 oocytes were loaded in each lane. ERK1/2 were blotted as a loading control.

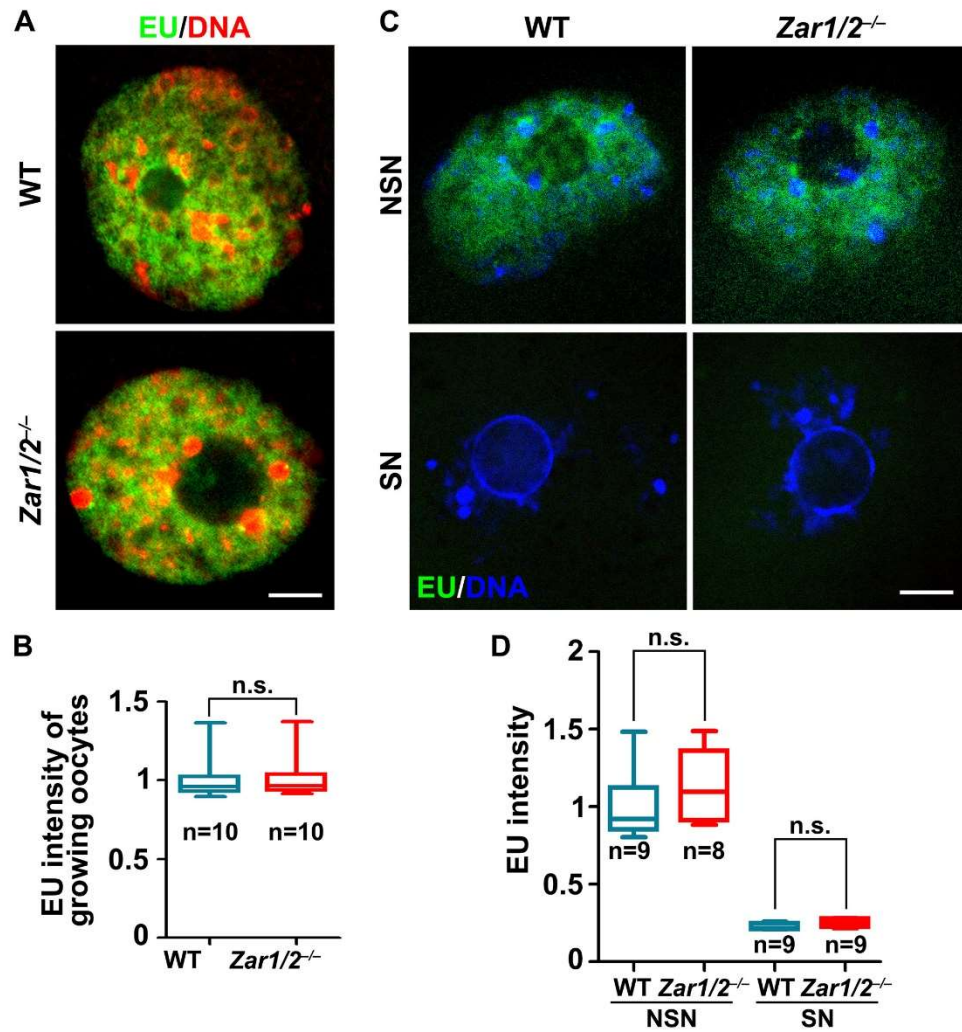

**Figure S5. *Zar1/2* deletion impaired the translational activation but not the transcription of maternal mRNAs.** **A-B:** Results of EU fluorescent staining (**A**) and quantification of EU signal intensity (**B**) showing the transcriptional activity of mRNA in growing oocytes from WT and *Zar1/2*<sup>-/-</sup> females. Oocytes were incubated in M16 medium with 1 mM EU for 1 h prior to staining. Scale bars, 5  $\mu$ m. The number of analyzed oocytes is indicated (n). Error bars, SEM. n.s.: non-significant. **C-D:** EU staining (**C**) and quantification of EU (**D**) signal intensity results showing the transcriptional activity of mRNA in GV oocytes with NSN or SN nucleolar configurations from WT and *Zar1/2*<sup>-/-</sup> females. Scale bars, 5  $\mu$ m. The number of analyzed oocytes is indicated (n). Error bars, SEM. n.s.: non-significant.

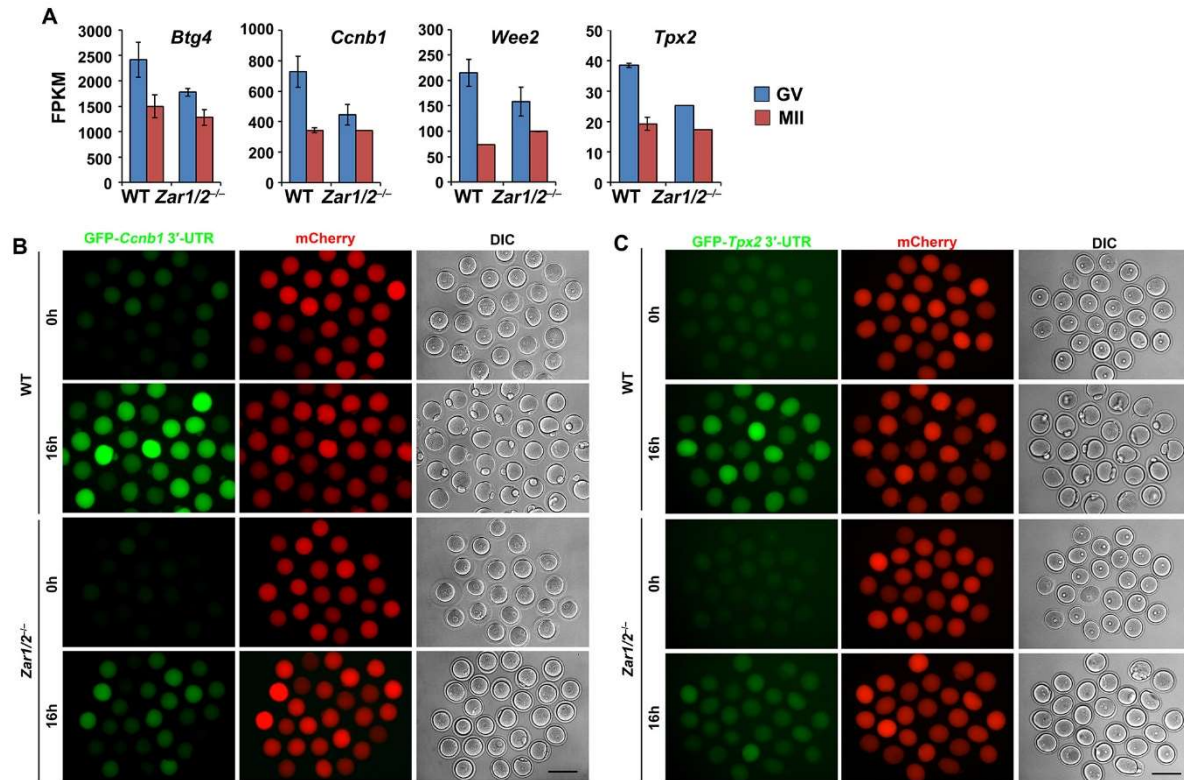

**Figure S6. ZAR1/2 regulate the translational activation of mRNAs via their 3'-UTR. A:** FPKMs of indicated genes extracting from RNA-seq results showing their expression levels in WT and *Zar1/2*<sup>-/-</sup> oocytes. Error bars, S.E.M. **B-C:** Fluorescence microscopy showing the expression of FLAG-GFP fused with *Ccnb1* (**B**) and *Tpx2* (**C**) 3'-UTRs in WT and *Zar1/2*<sup>-/-</sup> oocytes. Scale bar, 100  $\mu$ m.

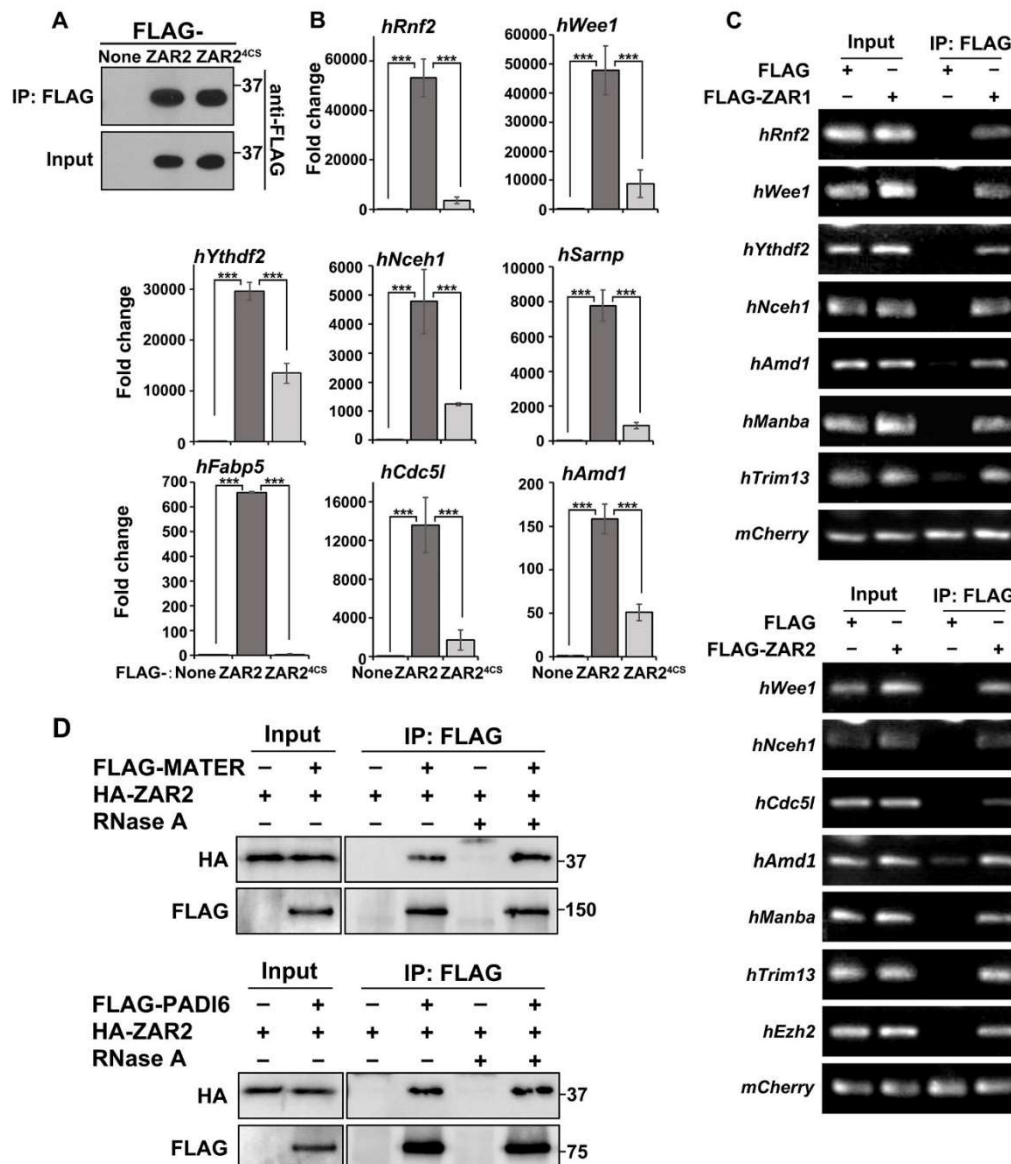

**Figure S7. ZAR1/2 bind mRNAs via four conserved cysteines.** **A:** Western blot results showing that ZAR2 (Flag-ZAR2 and Flag-ZAR2<sup>4CS</sup>) was specifically pulled down from HeLa cell lysates using an anti-Flag antibody. **B:** RIP assay results using an anti-Flag antibody showing the interactions between ZAR2 (Flag-ZAR2 and Flag-ZAR2<sup>4CS</sup>) and the indicated transcripts in HeLa cells. The levels of the mRNAs coprecipitated with ZAR2 were detected by RT-qPCR.  $n = 3$  biological replicates. Error bars, S.E.M. \*\*\* $P < 0.001$  by two-tailed Student's  $t$ -tests. **C:** RT-PCR results showing the interactions between ZAR1/2 and the indicated transcripts in HeLa cells. *In vitro* transcribed *mCherry* mRNAs were added to all samples before reverse transcription as a loading control. **D:** Co-IP results showing the interactions of ZAR2 with CPL components MATER (top) and PADI6 (bottom).

## Supplementary Tables

**Table S1. Primer sequences.**

| Primer name       | Target Gene    | Application             | Sequences (5'-3')                  |
|-------------------|----------------|-------------------------|------------------------------------|
| <i>Zar1</i> WT-F  | <i>Zar1</i>    | Genotyping of WT allele | 5'-GCTCGGCTAATCTCGGTGATGA-3'       |
| <i>Zar1</i> WT-R  |                |                         | 5'-GCTTTGGTGGCCTGCGGA-3'           |
| <i>Zar1</i> KO-F  |                | Genotyping of KO allele | 5'-TCGGCTAATCTCGGTGATGATT-3'       |
| <i>Zar1</i> KO-R  |                |                         | 5'-CAGCCATCCCCGGCTTTATA-3'         |
| <i>Zar1</i> -F    |                | Real-time PCR           | 5'-AGAGCGCCTATGTGTGGTGT-3'         |
| <i>Zar1</i> -R    |                |                         | 5'-TCTCCCACACAAGTCTTGCC-3'         |
| <i>Zar2</i> GT-F  | <i>Zar2</i>    | Genotyping              | 5'-GCTCTGGAATAAATTAAGAAACCTG-3'    |
| <i>Zar2</i> GT-R  |                |                         | 5'-TCCTGGCTTTCCTCGTCTTC-3'         |
| <i>Zar2</i> -F    |                | Real-time PCR           | 5'-TATTTCAAACAGCTCTGTAACAAGTGCC-3' |
| <i>Zar2</i> -R    |                |                         | 5'-AGGAGAATTCTTGTCTTTGCAGTGG-3'    |
| <i>Zp2</i> -F     | <i>Zp2</i>     | Real-time PCR           | 5'-GCAGCTGGAGCTCTTGTCT-3'          |
| <i>Zp2</i> -R     |                |                         | 5'-TCCATTGTCCAAAGTCCACA-3'         |
| <i>Tceb1</i> -F   | <i>Tceb1</i>   | Real-time PCR           | 5'-ATCTTCTGATGGCCATGAATTT-3'       |
| <i>Tceb1</i> -R   |                |                         | 5'-CCTTGTAGGTAAAATACATGCACAC-3'    |
| <i>Birc5</i> -F   | <i>Birc5</i>   | Real-time PCR           | 5'-GAGGCTGGCTTCATCCACTG-3'         |
| <i>Birc5</i> -R   |                |                         | 5'-CTTTTGTGCTTGTGTTGGTCTCC-3'      |
| <i>Padi6</i> -F   | <i>Padi6</i>   | Real-time PCR           | 5'- AGTGATCAGCCTGAACCGC-3'         |
| <i>Padi6</i> -R   |                |                         | 5'- AGGTGCCATTGATTTTGGG-3'         |
| <i>Npl</i> -F     | <i>Npl</i>     | Real-time PCR           | 5'-GAACAGAAGGACTTGGCTTCAGC-3'      |
| <i>Npl</i> -R     |                |                         | 5'-CCTCAGCCTTAGCAGTAACTCCTG-3'     |
| <i>Zscan4d</i> -F | <i>Zscan4d</i> | Real-time PCR           | 5'- CAATGCAAGGACAAGAAGCTCTCTT-3'   |
| <i>Zscan4d</i> -R |                |                         | 5'- CTGGCATCAAGAGGGAATTGAAA-3'     |
| <i>Zscan4f</i> -F | <i>Zscan4f</i> | Real-time PCR           | 5'- CAACACCAGATAATGAGCAGATGCC-3'   |
| <i>Zscan4f</i> -R |                |                         | 5'- CGGCAGTAGTCGGAGCACTCG-3'       |
| <i>Zscan5b</i> -F | <i>Zscan5b</i> | Real-time PCR           | 5'- ATGGGCAATACAGAAGATGGGC-3'      |

|                   |                |               |                                |
|-------------------|----------------|---------------|--------------------------------|
| <i>Zscan5b</i> -R |                |               | 5'-GGTCAAACCGGGACTTGTAAG-3'    |
| <i>Dppa4</i> -F   | <i>Dppa4</i>   | Real-time PCR | 5'-AGTCAACCTAGCACGGCTC-3'      |
| <i>Dppa4</i> -R   |                |               | 5'-TCCTGGCGTCTCAGTGTCT-3'      |
| <i>Ppp1r8</i> -F  | <i>Ppp1r8</i>  | Real-time PCR | 5'-CCACAACAAGCGGATTCAACC-3'    |
| <i>Ppp1r8</i> -R  |                |               | 5'-CCACTGAAGGCAAAGTTCTGCATG-3' |
| <i>Polr2j</i> -F  | <i>Polr2j</i>  | Real-time PCR | 5'-GCCTTCGAGTCGTTCTTGCT-3'     |
| <i>Polr2j</i> -R  |                |               | 5'-GCGATTTAATGATGTTCCCCAGA-3'  |
| <i>MuERV-L</i> -F | <i>MuERV-L</i> | Real-time PCR | 5'-ATCTCCTGGCACCTGGTATG-3'     |
| <i>MuERV-L</i> -R |                |               | 5'-AGAAGAAGGCATTTGCCAGA-3'     |
| <i>Eif1a</i> -F   | <i>Eif1a</i>   | Real-time PCR | 5'-AACAGGCGCAGAGGTAAAAA-3'     |
| <i>Eif1a</i> -R   |                |               | 5'-GCACAGCCTCCTTACACCAT-3'     |
| <i>Tho4</i> -F    | <i>Tho4</i>    | Real-time PCR | 5'-CGAGGCACTGGGTCTAAGAG-3'     |
| <i>Tho4</i> -R    |                |               | 5'-CCAATGAACAGGTCATGCTG-3'     |
| <i>Actin</i> -F   | <i>Actin</i>   | Real-time PCR | 5'-GCTCTTTTCCAGCCTTCCTT-3'     |
| <i>Actin</i> -R   |                |               | 5'-GTACTTGCGCTCAGGAGGAG-3'     |
| <i>Nceh1</i> -F   | <i>Nceh1</i>   | Real-time PCR | 5'-CATCCGTGCCACTAAATATTC-3'    |
| <i>Nceh1</i> -R   |                |               | 5'-GTGTGTTGAAGTCCAAAGCCT-3'    |
| <i>Btg4</i> -F    | <i>Btg4</i>    | Real-time PCR | 5'-TGAAAAAGCATGAGAACTGAGTAC-3' |
| <i>Btg4</i> -R    |                |               | 5'-CCCATCTACCTTTAAAAGAAGCAA-3' |
| <i>Paip2</i> -F   | <i>Paip2</i>   | Real-time PCR | 5'-GAACGCTGTTTCCAAGAAATGC-3'   |
| <i>Paip2</i> -R   |                |               | 5'-CCAGAGAAGAGCCATCACTGATA-3'  |
| <i>Nobox</i> -F   | <i>Nobox</i>   | Real-time PCR | 5'-CATGAAGGGGACCTGAAGAA-3'     |
| <i>Nobox</i> -R   |                |               | 5'-GGAAATCTCATGGCGTTTGT-3'     |
| <i>Wee2</i> -F    | <i>Wee2</i>    | Real-time PCR | 5'-ACCCAGCTCCAAAGGAGAGA-3'     |
| <i>Wee2</i> -R    |                |               | 5'-TCTGAGGGTCTGGATATGC-3'      |
| <i>Rnf2</i> -F    | <i>Rnf2</i>    | Real-time PCR | 5'-GAGTTACAACGAACACCTCAGG-3'   |
| <i>Rnf2</i> -R    |                |               | 5'-CAATCCGCGCAAAACCGATG-3'     |
| <i>Cnot7</i> -F   | <i>Cnot7</i>   | Real-time PCR | 5'-GGTGGATTACAGGAAGTTGCTG-3'   |
| <i>Cnot7</i> -R   |                |               | 5'-GGATGAGCCAGAACCAAGG-3'      |

|                   |                |               |                                    |
|-------------------|----------------|---------------|------------------------------------|
| <i>Msy2</i> -F    | <i>Msy2</i>    | Real-time PCR | 5'-CAACCAGCAACAGCCCATAGAGG-3'      |
| <i>Msy2</i> -R    |                |               | 5'-TTGGCTGGGCTTGGTCTCTCC-3'        |
| <i>Cdc5l</i> -F   | <i>Cdc5l</i>   | Real-time PCR | 5'-GTGAAGCTTACAACCAGGTGTG-3'       |
| <i>Cdc5l</i> -R   |                |               | 5'-GCAGCTCTCTTGGCTTCTG-3'          |
| <i>Ythdf2</i> -F  | <i>Ythdf2</i>  | Real-time PCR | 5'-GAGAATAAACAGTGACCAACTCT-3'      |
| <i>Ythdf2</i> -R  |                |               | 5'-GCTTTCTATTCCCACGACCT-3'         |
| <i>Ccnbl</i> -F   | <i>Ccnbl</i>   | Real-time PCR | 5'-AAGGTGCCTGTGTGTGAACC-3'         |
| <i>Ccnbl</i> -R   |                |               | 5'-GTCAGCCCCATCATCTGCG-3'          |
| <i>Tpx2</i> -F    | <i>Tpx2</i>    | Real-time PCR | 5'-GATGCCCCCACC GACTTTATC-3'       |
| <i>Tpx2</i> -R    |                |               | 5'-CTTGTTCTCCAAGTTGGCCTT-3'        |
| 18S-F             | 18S rRNA       | Real-time PCR | 5'-TGATTAAGTCCCTGCCCTTTG-3'        |
| 18S-R             |                |               | 5'-CTTCTCTCACCTCACTCCAGACAC-3'     |
| 28S-F             | 28S rRNA       | Real-time PCR | 5'-CGTGTGAGTAAGATCCTCCACC-3'       |
| 28S-R             |                |               | 5'-GAGTTTACCACCCGCTTTGG-3'         |
| <i>Gfp</i> -F     | <i>Gfp</i>     | Real-time PCR | 5'-CGCTACCCCGACCACATGAA-3'         |
| <i>Gfp</i> -R     |                |               | 5'-CTTCAGCTCGATGCGGTTCA-3'         |
| <i>hRnf2</i> -F   | <i>hRnf2</i>   | Real-time PCR | 5'-GCCACTGTTGATCACTTATCCA-3'       |
| <i>hRnf2</i> -R   |                |               | 5'-TCCATGGGTTTGTTCACTTTC-3'        |
| <i>hWee1</i> -F   | <i>hWee1</i>   | Real-time PCR | 5'-GAAGACCTTCAGCAATGGCA-3'         |
| <i>hWee1</i> -R   |                |               | 5'-AGTGAAGAGTGCTCTTCCTCA-3'        |
| <i>hYthdf2</i> -F | <i>hYthdf2</i> | Real-time PCR | 5'-ATGAAGTCTGTTGTGGACTATAATGC-3'   |
| <i>hYthdf2</i> -R |                |               | 5'-GCTTAGCTTTTTCTAGGGGTACC-3'      |
| <i>hNceh1</i> -F  | <i>hNceh1</i>  | Real-time PCR | 5'-ACAAAGTATTTCTGAAGCCAGA-3'       |
| <i>hNceh1</i> -R  |                |               | 5'-CTGGATAAATTAAAGCTTGTAGTTTG-3'   |
| <i>hSarnp</i> -F  | <i>hSarnp</i>  | Real-time PCR | 5'-TGAATGTCTCTTCAATCTCCAGAA-3'     |
| <i>hSarnp</i> -R  |                |               | 5'-CAGGAACTTTTCATCAGGCA-3'         |
| <i>hFabp5</i> -F  | <i>hFabp5</i>  | Real-time PCR | 5'-CTCAGACTGTCTGCAACTTTACAGATGG-3' |
| <i>hFabp5</i> -R  |                |               | 5'-AGATTTGCTCATTGAACTGAGCTTGG-3'   |
| <i>hAmd1</i> -F   | <i>hAmd1</i>   | Real-time PCR | 5'-TATTCACATCACTCCAGAACCAG-3'      |

|                    |                |                             |                                         |
|--------------------|----------------|-----------------------------|-----------------------------------------|
| <i>hAmd1</i> -R    |                |                             | 5'-CAATCAAGACGCTTAAAACCTTC-3'           |
| <i>hCdc5l</i> -F   | <i>hCdc5l</i>  | Real-time PCR               | 5'-GTGCTATGGGGCTCATGAA-3'               |
| <i>hCdc5l</i> -R   |                |                             | 5'-CCAGCAGCAAATCAGCATATC-3'             |
| <i>hManba</i> -F   | <i>hManba</i>  | Real-time PCR               | 5'-TGGTTTCCTTTTACCTTTCAGC-3'            |
| <i>hManba</i> -R   |                |                             | 5'-GCTTCCTACATCCAACCAAAC-3'             |
| <i>hTrim13</i> -F  | <i>hTrim13</i> | Real-time PCR               | 5'-GCTTTGCCCTGGGAAATAGTAAC-3'           |
| <i>hTrim13</i> -R  |                |                             | 5'-ATTCCAGTAGCTGAAGTTTCCTTACG-3'        |
| <i>hEzh2</i> -F    | <i>hEzh2</i>   | Real-time PCR               | 5'-ATGAATTCATCTCAGAATACTGTGG-3'         |
| <i>hEzh2</i> -R    |                |                             | 5'-CTTTTGCATAGCAGTTTGGATT-3'            |
| <i>mCherry</i> -F  | <i>mCherry</i> | Real-time PCR               | 5'-CCGTAATGCAGAAGAAGACCATG-3'           |
| <i>mCherry</i> -R  |                |                             | 5'-GCGTTTCGTACTGTTCCACGATG-3'           |
| <i>Cpeb1</i> -F    | <i>Cpeb1</i>   | Real-time PCR               | 5'-GGACCTTCTTGGAGCTCCTA-3'              |
| <i>Cpeb1</i> -R    |                |                             | 5'-GAACGCCTCCTAGGAACACC-3'              |
| <i>Kpna2</i> -F    | <i>Kpna2</i>   | Real-time PCR               | 5'-ATGTCCACGAACGAGAATGCT-3'             |
| <i>Kpna2</i> -R    |                |                             | 5'-AAGGAGCTGACGTTTCTTCTTTT-3'           |
| <i>Rpl35</i> -F    | <i>Rpl35</i>   | Real-time PCR               | 5'-GAGCTGTTGAAACAACCTGGACG-3'           |
| <i>Rpl35</i> -R    |                |                             | 5'-CGAACGACTCGTATCTTGGAGAG-3'           |
| <i>Pabpc1l</i> -F  | <i>Pabpc1l</i> | Real-time PCR               | 5'-GCTTCTCGTGCCACATAGAGGAAC-3'          |
| <i>Pabpc1l</i> -R  |                |                             | 5'-AGCTCCAGGTTGTCCAGCTCC-3'             |
| <i>Gm13125</i> -F  | <i>Gm13125</i> | Real-time PCR               | 5'-GTTACCCAAGACCACTCAAACA-3'            |
| <i>Gm13125</i> -R  |                |                             | 5'-CCACTGAACGAGGTAGGAGAA-3'             |
| R1                 | (Poly A)       | Anchor primer for PAT assay | 5'-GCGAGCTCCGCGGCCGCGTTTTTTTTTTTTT-3'   |
| <i>Btg4</i> PAT-F  | <i>Btg4</i>    | PAT assay                   | 5'-GTAGGTTTTCAACTAAGGAAGAT-3'           |
| <i>Ccnb1</i> PAT-F | <i>Ccnb1</i>   | PAT assay                   | 5'-CCGTGACAAAGGCATAA-CTC-3'             |
| <i>Wee2</i> PAT-F  | <i>Wee2</i>    | PAT assay                   | 5'-GACTATCATTGTGTGAAACA-CTAGAGTAAGAC-3' |
| <i>Tpx2</i> PAT-F  | <i>Tpx2</i>    | PAT assay                   | 5'-CTGGAAGTCAGTCTTCCACTAG-3'            |
| <i>Gapdh</i> PAT-F | <i>Gapdh</i>   | PAT assay                   | 5'-ACTGAGCAAGAGAGGCCCTA-3'              |

*h*: means human.

**Table S2. Antibody information.**

| <b>Protein name</b>                  | <b>Manufacture (catalogue number)</b>              | <b>Applications (working dilution)</b>             |
|--------------------------------------|----------------------------------------------------|----------------------------------------------------|
| ZAR1                                 | Made by Abcam company                              | IF (1:1000); WB (1:3000); IP (1:1000); IHC (1:500) |
| ZAR2                                 | Made by company                                    | IF (1:1000); WB (1:5000)                           |
| DDB1                                 | Epitomics (3821-1)                                 | WB (1:10000)                                       |
| FITC- $\alpha$ -tubulin              | Sigma (F2168)                                      | IF (1:200); WB(1:500)                              |
| $\alpha$ -tubulin (11H10)            | Cell Signaling (2125S)                             | IF (1:200)                                         |
| TOP2                                 | Abcam (ab109524)                                   | IF (1:200)                                         |
| CREST                                | Fitzgerald Industries International<br>(70R-21494) | IF (1:100)                                         |
| BTG4                                 | Abcam (ab206914)                                   | WB (1:500)                                         |
| CNOT7                                | Santa Cruz (sc-101009)                             | WB (1:200)                                         |
| CyclinB1                             | Cell Signaling (4138)                              | WB (1:1000)                                        |
| WEE2                                 | Proteintech (55119-1-AP)                           | WB (1:500)                                         |
| CPEB1                                | Proteintech (13274-1-AP)                           | WB (1:500)                                         |
| pERK1/2                              | Cell Signaling (9101)                              | WB (1:100)                                         |
| FLAG                                 | Sigma (F3165)                                      | IF (1:200); WB (1:1000); IP (1:200)                |
| HA                                   | Cell Signaling (3724)                              | WB (1:1000)                                        |
| TPX2                                 | Novus Biologicals (NB500-183)                      | IF (1:200); WB (1:1500)                            |
| Pericentrin                          | BD transduction laboratories (611814)              | IF (1:300)                                         |
| MSY2                                 | Abcam (ab154829)                                   | IF (1:500); WB (1:1000)                            |
| ERK1/2                               | Santa Cruz (sc-94)                                 | WB (1:1000)                                        |
| Phosphorylated RNA<br>Pol II (Ser2P) | Abcam (ab5095)                                     | IF (1:40000)                                       |

**Table S3. Quality control of RNA-seq results (WT and ZAR1/2-deleted oocytes).**

| Sample                                     | Total Reads | Mapping Efficiency | Uniquely Mapping Efficiency | ERCC percentage |
|--------------------------------------------|-------------|--------------------|-----------------------------|-----------------|
| WT-growing-Rep1                            | 15,248,073  | 92.75%             | 82.26%                      | 0.166%          |
| WT-growing-Rep2                            | 18,216,406  | 93.10%             | 82.91%                      | 0.139%          |
| <i>Zar1/2</i> <sup>-/-</sup> -growing-Rep1 | 15,023,565  | 93.06%             | 84.42%                      | 0.195%          |
| <i>Zar1/2</i> <sup>-/-</sup> -growing-Rep2 | 18,210,629  | 92.68%             | 84.95%                      | 0.188%          |
| WT-GV-Rep1                                 | 15,550,782  | 91.48%             | 82.23%                      | 0.196%          |
| WT-GV-Rep2                                 | 16,238,175  | 90.74%             | 82.65%                      | 0.196%          |
| <i>Zar1/2</i> <sup>-/-</sup> -GV-Rep1      | 15,711,195  | 90.09%             | 82.81%                      | 0.297%          |
| <i>Zar1/2</i> <sup>-/-</sup> -GV-Rep2      | 14,500,417  | 92.08%             | 84.27%                      | 0.238%          |
| WT-MII-Rep1                                | 13,803,666  | 90.65%             | 83.06%                      | 0.736%          |
| WT-MII-Rep2                                | 17,435,478  | 90.34%             | 83.76%                      | 0.622%          |
| <i>Zar1/2</i> <sup>-/-</sup> -MII-Rep1     | 14,479,436  | 90.78%             | 84.35%                      | 0.579%          |
| <i>Zar1/2</i> <sup>-/-</sup> -MII-Rep2     | 17,458,221  | 91.60%             | 85.85%                      | 0.552%          |

**Table S4. FPKMs of RNA-seq results (in a separate xlsx file).****Table S5. Spearman correlation coefficients among WT and *Zar1/2*<sup>-/-</sup> oocytes.**

| Genotype |                    | Growing |      |      |      | GV   |      |      |      | MII  |      |      |      |
|----------|--------------------|---------|------|------|------|------|------|------|------|------|------|------|------|
|          |                    | WT-1    | WT-2 | KO-1 | KO-2 | WT-1 | WT-2 | KO-1 | KO-2 | WT-1 | WT-2 | KO-1 | KO-2 |
| Growing  | WT-1               | 1.00    | 0.96 | 0.95 | 0.95 | 0.96 | 0.96 | 0.95 | 0.95 | 0.91 | 0.91 | 0.92 | 0.92 |
|          | WT-2               | 0.96    | 1.00 | 0.95 | 0.95 | 0.95 | 0.96 | 0.95 | 0.95 | 0.90 | 0.91 | 0.92 | 0.92 |
|          | <i>Zar1/2</i> KO-1 | 0.95    | 0.95 | 1.00 | 0.97 | 0.94 | 0.94 | 0.95 | 0.95 | 0.89 | 0.89 | 0.92 | 0.92 |
|          | <i>Zar1/2</i> KO-2 | 0.95    | 0.95 | 0.97 | 1.00 | 0.93 | 0.94 | 0.95 | 0.95 | 0.88 | 0.89 | 0.92 | 0.92 |
| GV       | WT-1               | 0.96    | 0.95 | 0.94 | 0.93 | 1.00 | 0.96 | 0.95 | 0.95 | 0.91 | 0.91 | 0.92 | 0.92 |
|          | WT-2               | 0.96    | 0.96 | 0.94 | 0.94 | 0.96 | 1.00 | 0.95 | 0.95 | 0.91 | 0.92 | 0.93 | 0.93 |

|                |                       |      |      |      |      |      |      |      |      |      |      |      |      |
|----------------|-----------------------|------|------|------|------|------|------|------|------|------|------|------|------|
|                | <i>Zar1/2</i><br>KO-1 | 0.95 | 0.95 | 0.95 | 0.95 | 0.95 | 0.95 | 1.00 | 0.96 | 0.90 | 0.90 | 0.93 | 0.93 |
|                | <i>Zar1/2</i><br>KO-2 | 0.95 | 0.95 | 0.95 | 0.95 | 0.95 | 0.95 | 0.96 | 1.00 | 0.89 | 0.90 | 0.93 | 0.93 |
| Ovulated (MII) | WT-1                  | 0.91 | 0.90 | 0.89 | 0.88 | 0.91 | 0.91 | 0.90 | 0.89 | 1.00 | 0.95 | 0.91 | 0.92 |
|                | WT-2                  | 0.91 | 0.91 | 0.89 | 0.89 | 0.91 | 0.92 | 0.90 | 0.90 | 0.95 | 1.00 | 0.92 | 0.92 |
|                | <i>Zar1/2</i><br>KO-1 | 0.92 | 0.92 | 0.92 | 0.92 | 0.92 | 0.93 | 0.93 | 0.93 | 0.91 | 0.92 | 1.00 | 0.96 |
|                | <i>Zar1/2</i><br>KO-2 | 0.92 | 0.92 | 0.92 | 0.92 | 0.92 | 0.93 | 0.93 | 0.93 | 0.92 | 0.92 | 0.96 | 1.00 |

**Table S6. FPKMs of transcripts decreased or increased for more than 3 folds in *Zar1/2*<sup>-/-</sup> oocyte samples (in a separate xlsx file).**

How the deposited data were processed for this re-analysis (not part of the article)

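Growing, fully grown GV and ovulated MII oocytes of WT and Zar1/2-null mice were sequenced by Smart-seq2, with 2 libraries of 10 oocytes in each of the 6 groups. Samples were assigned to genotype, stage and replicate from the study's sample labels and methods. The methods give 12 days for the growing oocytes and 21 to 23 days for the superovulated females, and the labels 13.5 days for the growing and 21 days for the GV oocytes.

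The authors trimmed the reads to 50 bp, mapped them to mm9 with Tophat 2.1.1, kept uniquely mapped reads and assigned them to UCSC gene models with Cufflinks 2.2.1. The authors deposited FPKM values multiplied by a factor from the share of ERCC reads in each library, as 1 table of 23230 genes and 12 libraries. The recovered factors differ from the ratios of the paper's rounded percentages by up to 5.30%. No ERCC or mitochondrially encoded gene was listed. Library totals ranged from 13803666 to 18216406 reads in the paper's quality table. Since the table holds no counts, the counting error behind a single value is not known, and no interval from counts is given. Many values are exactly 0, 33.5% of a library on average, and such a value can be a failed estimate.

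Genes with at least 1 FPKM in at least 1 library were kept (11502). For the 3-fold and 10-fold rules, the mean of the replicates was set to at least 1 FPKM. The paper's methods set FPKM values under 1 to 1 where only some samples were under it. limma 3.58.1 in R 4.3.3 was fitted to log2(FPKM + 1) with 1 term per group over all 12 libraries and eBayes with an intensity trend, and p-values were adjusted by Benjamini-Hochberg. Interactions compared the knockout effect between stages. Gene sets were tested with camera (preset correlation, and an estimated one) and fry. Overlaps of gene lists were tested with one-sided Fisher's exact tests over the genes that could pass both rules, in scipy 1.17.1. No count-based test was used. The limma fit and the 3-fold rule were tested on simulated data in which 200 of 11502 genes were changed 6-fold at the GV stage. These 200 were drawn from genes with at least 10 FPKM in WT GV oocytes. The noise was independent between genes, without an error of whole libraries. Of the 200, limma recovered 97.5% and the 3-fold rule 98.5%, which does not cover genes of a lower level. At that stage limma also called 20 unchanged genes (9.30% of its calls, above the 5% aimed at) and the 3-fold rule 4.

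Gene positions, transcript lengths and sequences came from an annotation of the mm9 build, in which 93.6% of the kept genes had a coding transcript of the same symbol. Genes named in the text are the targeted genes, those named in Fig. 3A, in the RIP assays and elsewhere in the paper, and for each stage the 3 genes with the largest fold in each direction among those that passed the 3-fold rule and limma, had a mean of at least 10 FPKM in the higher group and had libraries that did not overlap between genotypes. Lists of granulosa and cumulus, immune and epithelial markers, of cytoplasmic ribosomal proteins and of nuclear-encoded subunits of oxidative phosphorylation (OXPHOS) were also examined.

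The designs and alternatives were set before the data were examined. The alternatives were no ERCC scaling, median scaling, averaged ERCC percentages, a floor or pseudocount of 0.1 FPKM, genes with a mean of at least 5 FPKM, geometric means, 3-fold between every pair of libraries, a replicate block, the 4 libraries of a stage alone, eBayes without a trend, removal of small non-coding RNA genes, other gene sets for the correlations, and leaving out each library. Removal of Mir and Snor genes only, a common ERCC reference, the paper's rounded ERCC percentages, a floor applied before averaging and the simulated overlap of lists of equal size were chosen after seeing the data. Supplementary Table S4 was not used for any test. The RT-qPCR, immunoblot and imaging experiments were not analysed here.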

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

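The tests of the ERCC scaling and of pseudogenes in this part were chosen after the results had been seen, and the limit that decides the length test and the added matching in the test of the polyadenylation element were set after their first outcomes had been seen. The medians at GV were first taken to exclude pseudogenes, which they do not.

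The knockout effect differed between the GV and MII stages, by the limma interaction with Benjamini-Hochberg adjustment, in 3977 genes, of which 3903 were more positive at MII and 74 more negative. With no ERCC scaling 2489 genes passed, 1739 of them more positive and 750 more negative. With median scaling 3003 passed, 1694 of them more positive and 1309 more negative. The scaling therefore cannot account for all of the pattern, although it sets the balance of directions. The cytoplasmic polyadenylation element was sought as TTTTAT or TTTTAAT near the end of the 3′ UTR, in genes with a mean of at least 5 FPKM. An element further from the end was not counted. The 1432 genes with it had a median difference of 0.56, at percentile 0.05 of random lists matched on mean expression. The test as first written counted any position outside the lists as a link with the element. In lists matched also on GC content and 3′ UTR length the percentile was 81.2, so GC content and 3′ UTR length could account for that difference. The motif holds no G or C, so this matching can remove part of an effect of the element, which stays open. The paper reports that Zar1/2-null oocytes arrested in metaphase I or telophase I. It also reports from RT-qPCR that nocodazole, which held oocytes in meiosis I, left mRNA degradation unaffected (Supplementary Fig. S4C), and takes this as evidence against the arrest as the cause. The Zar1/2-null libraries labelled MII are therefore likely to hold oocytes at an earlier meiotic stage than the WT ones, although their stage was not scored here. Whether this accounts for part of the difference in RNA was not tested and stays open. A preparation effect shared by both libraries of a group stays open too.

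The knockout effect also differed between growing and GV oocytes, in 1598 genes, of which 1301 were more negative at GV. Without the ERCC scaling the number was 715 (272 more positive and 443 more negative), a fall past the limit set for this test. It also fell in fits that kept the ERCC scaling. It was 652 with a common ERCC reference, chosen after seeing the data, and 819 with a pseudocount of 0.1 FPKM. With the common reference the median difference of all genes stayed at -0.23, against -0.11 without the scaling. The fall in number therefore cannot decide whether the scaling is the cause. A real loss of RNA in Zar1/2-null GV oocytes also predicts a fall without the scaling, so a biological cause stays open.

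The 79 cytoplasmic ribosomal protein genes and 79 nuclear-encoded OXPHOS subunit genes that were tested, which the paper does not discuss as families, were higher in Zar1/2-null MII oocytes, with median log2 fold changes of 2.31 and 2.91 against 0.06 over all genes. In the first family 76 genes were higher and in the second 77. Adjusted p-values were 3.72e-31 and 2.51e-32 from limma's camera with its preset correlation and Benjamini-Hochberg adjustment, and 2.38e-06 and 1.44e-06 from limma's fry. With the correlation estimated from these libraries camera gave an adjusted p of 0.119 for both (Benjamini-Hochberg). Over the alternatives this p lay between 0.0435 and 0.249. For OXPHOS it was 0.0496 without the ERCC scaling and 0.0444 with averaged ERCC percentages, and for both families 0.0435 with a common ERCC reference, chosen after seeing the data (limma's camera with Benjamini-Hochberg adjustment). The calls hold under fry, and under the estimated correlation they depend on the setting. Most members are among the transcripts that fell more than 10-fold from GV to MII in WT oocytes (71 and 63).

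The ERCC scaling cannot account for these shifts, since the medians without it were 2.49 and 3.00. Reads shared with pseudogenes cannot be told apart from a change in the transcripts themselves. The medians at GV were -0.14 and -0.22, but the median levels in WT oocytes there were 335 and 168 FPKM, so high that a gain of the size seen at MII (from 4.69 to 38.3 FPKM and from 3.07 to 47.1 FPKM) would move them little. Both families are short. Random lists matched on length and WT GV level had medians of 1.20 and 0.95 on average, so length or a property that goes with it could carry part of the shift. For the OXPHOS list 0 of 10000 such lists reached the observed median. For the ribosomal list 2 of 10000 did, the highest at 2.62 against 2.30 for the 78 genes with a length. The rule first applied, that no list may reach the observed median, would therefore have left length open as the whole cause for the ribosomal genes, and the less strict rule that excludes it was set after this was seen. GC content was not matched in these lists, although the genotype difference at MII also followed it (Spearman rho 0.45 across 5690 genes). A bias of single libraries with length cannot be told apart from the genotype by Spearman rho, which was -0.40 between the 2 Zar1/2-null MII replicates and -0.44 between the genotypes. By size, a measure added after this rho had been seen, the replicates differed less. The shortest and the longest 20% of transcripts were 0.26 apart on the log2 scale between these replicates and 1.07 between the genotypes. The measures disagree, so length bias may be part of the shift. Slower clearance of short and abundant transcripts is a hypothesis that stays open beside this bias. Since polyadenylated RNA was copied, a difference in poly(A) tails stays open too.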

How the results depend on the processing

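Over the counts and gene families, 185 of 266 values under other alternatives stayed within 1.5 times or on the same side of the threshold, 70 moved, 3 became weaker and 8 reversed. The 8 are medians of gene families that moved along with the median of all genes. For named genes 562 of 606 were the same, 21 weaker, 16 stronger and 7 reversed. The causes of the changes below were not tested, except where the alternative itself tests fewer genes or libraries.

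Without the ERCC scaling, 3-fold higher genes numbered 213 in growing and 122 in GV oocytes, 289 were lower at GV and 444 at MII. Degraded genes numbered 857, and 582 of them were not degraded in Zar1/2-null oocytes. limma called 1425 genes lower in growing oocytes, 882 higher and 1590 lower at GV, and 2761 lower at MII, and the interactions gave 2489 and 715 genes. Replicates were 3-fold apart in 46 genes in WT MII and 52 in Zar1/2-null MII oocytes. The ribosomal medians in growing and GV oocytes changed sign to 0.17 and 0.31 and the OXPHOS medians to 0.11 and 0.23, as did Btg4 (0.024), Wee2 (0.0026) and Ybx2 (0.32) at GV. The median of all genes moved as well, and relative to it the families at GV did not reverse (0.23 and 0.16 with the scaling, 0.34 and 0.25 without it). In growing oocytes the ribosomal value kept its sign (0.046 and 0.094) and the OXPHOS value reversed (-0.013 and 0.034). Preset-correlation camera then called the ribosomal genes higher there (adjusted p = 0.0188, against 0.433 with the scaling, Benjamini-Hochberg). Camera with the estimated correlation and fry did not (adjusted p = 0.630 and 0.140, Benjamini-Hochberg).

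With median scaling the 3-fold counts were 181 higher in growing and 119 in GV oocytes, 252 lower at GV and 627 at MII. Degraded genes numbered 578, of which 372 were higher in Zar1/2-null MII oocytes and 445 not degraded there. limma called 1412 lower in growing oocytes, 875 higher and 1364 lower at GV and 3481 lower at MII, and the growing-to-GV interaction 491. The family medians in growing and GV oocytes changed sign to 0.12 and 0.35 (ribosomal) and 0.064 and 0.26 (OXPHOS), and Btg4 (0.061), Wee2 (0.039) and Ybx2 (0.35) at GV reversed too. The share of 3-fold genes that were higher was 21.7%, 9.89% and 85.0% at the 3 stages with the ERCC scaling, 42.3%, 29.7% and 72.5% without it and 38.7%, 32.1% and 65.6% with median scaling. Among limma calls it was 30.4%, 6.51% and 67.6%, then 55.2%, 35.7% and 51.3%, then 49.9%, 39.1% and 45.0%.

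At GV, camera with its preset correlation called both families higher relative to all other genes (medians -0.14 and -0.22 against -0.38 over all genes). Adjusted p-values were 7.22e-05 for the ribosomal and 0.0126 for the OXPHOS genes from limma's camera with Benjamini-Hochberg adjustment. Neither family was called by camera with the estimated correlation (adjusted p = 0.784 and 0.814, Benjamini-Hochberg). Neither was called by limma's fry (adjusted p = 0.438 and 0.224, Benjamini-Hochberg). With averaged ERCC percentages the OXPHOS call was lost (median -0.21, adjusted p = 0.0521 from limma's camera with Benjamini-Hochberg adjustment) and Ccnb1 at MII reversed to 0.018. With a common ERCC reference, chosen after seeing the data, the interactions gave 2492 and 652 genes and the OXPHOS call was lost (adjusted p = 0.0718 from limma's camera with Benjamini-Hochberg adjustment).

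A floor of 0.1 FPKM raised the 3-fold counts to 251 higher and 785 lower in growing oocytes, 119 and 927 at GV, and 1712 and 423 at MII. It gave 3464 degraded genes, 1312 of them higher in Zar1/2-null MII oocytes and 2135 not degraded there, and 258 genes lower at GV and MII. A floor of 1 FPKM set on each library before averaging, chosen after seeing the data, gave 106 higher and 399 lower in growing oocytes, 51 and 474 at GV, and 861 and 148 at MII. A pseudocount of 0.1 FPKM gave 814 genes higher in growing oocytes by limma and 819 in the growing-to-GV interaction. Among genes with a mean of at least 5 FPKM, where fewer genes are tested, 35 were 3-fold higher and 200 lower in growing oocytes and 31 and 272 at GV. limma called 313 and 1369 in growing oocytes and 118 and 2494 at GV, the growing-to-GV interaction gave 320, and the Spearman correlations were 0.455 (lowest) and 0.750 (mean). Over all genes they were 0.882 and 0.931.

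The stricter rule of 3-fold between every library gave 49 higher and 232 lower in growing oocytes, 21 and 237 at GV and 92 lower at MII. Only the 4 libraries of the GV stage gave 214 higher and 2949 lower by limma, where fewer libraries inform the spread. Without Mir and Snor genes, chosen after seeing the data, replicates were 3-fold apart in 14, 15, 17, 11, 2 and 2 genes (WT and Zar1/2-null in growing, GV and MII oocytes in turn).

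Replicate numbers are shared between groups. Over 15 pairs of groups the correlations of the deviations of same-numbered libraries ranged from -0.110 to 0.194. Of these 13 were above 0 and 5 above 0.1, and within a stage they were 0.188, -0.110 and 0.0849. Since not every one was over 0.1, the numbers were not taken as pairs. Each library was scaled to the WT growing library of its own number, so the scaling itself links libraries of one number. The replicates differed along GC content in the same direction in all 6 groups (Spearman rho from -0.511 to -0.0556), so a difference shared by libraries of one number is not excluded. A replicate block in the 3-fold rule (both same-numbered pairs) gave 61 higher and 260 lower in growing oocytes and 23 and 271 at GV. In the limma fit the replicate block left the OXPHOS genes at GV without their call relative to other genes (adjusted p = 0.0510 from limma's camera with Benjamini-Hochberg adjustment) and gave Btg4 at GV one (adjusted p = 0.0295 from limma with Benjamini-Hochberg adjustment).

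Leaving out one library at a time, the 3-fold counts ranged from 354 to 638 lower at GV and from 789 to 930 higher at MII, and each of the 50 counts stayed within 1.5 times of its value. Among named genes 223 of 228 values kept their direction. The exceptions were Actb at GV (-0.078 to 0.29, below 0 without WT GV replicate 2), Tpx2 at MII (-0.30 to 0.016, above 0 without WT MII replicate 2), Ccnb1 at MII (-0.073 to 0.062, above 0 without WT MII replicate 1), Ybx2 at GV (-0.43 to 0.18, above 0 without Zar1/2-null GV replicate 2) and Wee1 at GV (-0.18 to 0.37, below 0 without Zar1/2-null GV replicate 1). With 2 libraries per group no exact test can pass 0.05.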

Differences from the paper's values

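The lowest Spearman correlation between libraries was 0.709 and the mean 0.866, against the paper's 0.88 and 0.93. Over all genes of the table, an alternative set before the data were examined, they were 0.882 and 0.931, and with genes of a mean of at least 5 FPKM, 0.455 and 0.750.

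The numbers of genes past the 3-fold rule were 113 and 407 in growing oocytes, 53 and 483 at GV and 862 and 152 at MII (higher and lower in turn). The paper's are 95, 380, 37, 439, 844 and 135, and the difference is within 1.5 times for each. Without Mir and Snor genes, a setting chosen after seeing the values, the counts were 95, 380, 39, 439, 844 and 135. Without small non-coding RNA genes, set before the data were examined, they were 94, 379, 38, 438, 844 and 134, and with a mean of at least 5 FPKM 135 genes were lower at MII. Both removals of small RNA genes gave 1768 degraded genes, 624 of them higher in Zar1/2-null MII oocytes, 1074 not degraded in Zar1/2-null oocytes and 82 lower at GV and MII. The paper's values are about 1800 and about 620 in Fig. 3B, about 1100 in Fig. 3C and about 82 in Fig. 3D, read by eye.

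The paper states that Actin expression does not change during oocyte development and is not affected by the knockout. Actb fell 7.29-fold from GV to MII in WT oocytes (2.14-fold without the ERCC scaling) and was higher in Zar1/2-null MII oocytes by 1.32 on the log2 scale. The paper states that Tpx2 levels are comparable throughout. Tpx2 was lower in Zar1/2-null growing and GV oocytes (log2 fold changes -0.50 and -0.59). It was not called there without the ERCC scaling or with median scaling, nor with a common ERCC reference, which was chosen after seeing the values, and at GV not with the 4 libraries of the stage alone. The paper states that Btg4 and Wee2 are lower at GV. Their adjusted p-values were 0.131 and 0.0843 from limma with Benjamini-Hochberg adjustment. Both were called with averaged ERCC percentages. Btg4 was also called with a replicate block, and with a common ERCC reference, which was chosen after seeing the values.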

Other observations

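Of the tests in this part, those of length and GC content on the 3-fold lists and of linked DNA were written before their results had been seen, and the others after. For the trend with length the measure of its size was added after the outcome of the correlation had been seen, and the test of values near the floor replaced one that did not select on the WT MII level.

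The number of genes 3-fold higher in Zar1/2-null MII oocytes was 1173 without the ERCC scaling, so that the scaling cannot be its source. After the trend of the fold with transcript length and GC content was removed, 745 of the 798 genes with a length stayed above 3-fold. That trend was taken over 10765 genes, but only 5688 to 6536 genes reached 1 FPKM in an MII library. A gene under 1 FPKM in both genotypes has a fold of 1 and pulls the trend towards 0. This check therefore cannot exclude length or GC content. An unchanged group, simulated at the WT MII levels with the spread seen between replicates, had 14.4 genes 3-fold higher on average, which argues against noise of values near the floor. Granulosa or cumulus cell RNA would bring the markers of these cells. Of 15 such markers WT oocytes express Cyp19a1 and Serpine2, and the other 13 stayed under 1 FPKM in Zar1/2-null MII oocytes, the highest being Has2 with 0.104 FPKM. Of the 11 immune markers WT oocytes express H2-Aa, and Srgn reached 9.16 FPKM in Zar1/2-null MII oocytes. In growing oocytes Srgn had 16.1 FPKM in WT and 0.180 FPKM in Zar1/2-null oocytes, so the direction of its difference was not the same at each stage. Of the 6 epithelial markers WT oocytes express Cdh1, and the others stayed under 1 FPKM there. Krt8 reached 80.4 ± 10.7 FPKM in Zar1/2-null growing oocytes against 3.71 ± 0.176 FPKM in WT (SD, n = 2 each).

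At the GV stage 289 genes were 3-fold lower and 122 higher without the ERCC scaling, and among genes with a length 416 were lower before and 380 after the trend with length and GC content was removed, with 332 in both. Neither can therefore be the whole cause of the decreases. The median of all genes at GV was -0.38 with the scaling and -0.026 without it. More ERCC RNA in the Zar1/2-null lysates and less RNA in the oocytes predict the same values and cannot be told apart, since the spike-in is the only measure of amount. For genes 3-fold higher in growing and GV oocytes the check of length and GC content is void, because 77.0% and 64.2% of them had a length.

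Shorter transcripts were higher in Zar1/2-null MII oocytes (Spearman rho -0.44 across 5690 genes, which are not independent). The replicates of that group differed along length by a rho of -0.40, so by this measure a bias of single libraries cannot be told apart from the genotype. By the size of the difference between the shortest and the longest 20% of transcripts the replicates were 0.26 apart on the log2 scale and the genotypes 1.07. The measures disagree, and length bias may be part of the pattern. The genotype difference at MII also followed GC content (Spearman rho 0.45). The 20% of transcripts with the highest and with the lowest GC content were 0.94 apart on the log2 scale. The pattern can therefore not be assigned to length alone. Replicates also differed along GC content, by a rho of up to -0.51 in WT growing oocytes.

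Mir and Snor genes were 3-fold apart between replicates in 51.6% of cases or more in each group, which is consistent with the noise of genes shorter than the sequenced fragments. Their 3-fold calls may be of this kind. Of the 145 located genes that were 3-fold lower both in growing and in GV oocytes, 1 (Mtus2) lay within 10 Mb of Zar1 or Zar1l. Near genes were not over-represented (one-sided Fisher's exact p = 0.819), but with 1.16% of located genes in that range the test has little power. With 1 of the 145 there, DNA linked within 10 Mb is an unlikely source of most of these decreases. Unlinked DNA differences in the mixed C57BL6/ICR background of the mice were not tested.

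Several results concern transcripts the paper measured by other assays. Ybx2, the gene of MSY2, had 37.0 ± 2.62 and 34.6 ± 10.5 FPKM in WT and Zar1/2-null GV oocytes, and 1.26 ± 0.387 and 11.7 ± 0.198 FPKM at MII (SD, n = 2 each). Gapdh had 56.4 ± 0.729 and 110 ± 3.11 FPKM in WT and Zar1/2-null growing oocytes. It had 19.1 ± 0.763 and 30.4 ± 4.40 FPKM at GV and 3.61 ± 0.137 and 15.1 ± 0.532 FPKM at MII. Adjusted p-values at the 3 stages were 0.000436, 0.00400 and 1.52e-06 from limma with Benjamini-Hochberg adjustment. The paper reports an unchanged Gapdh level in its poly(A) tail assay. Of 3 other named genes (Cpeb1, Gapdh and Ybx2), 3 were higher at MII, over all genes and adjusted over the list alone. In growing and in GV oocytes 1 of them, Gapdh, was higher by both. Of the 14 genes of the ZAR1 RIP assays, 6 were higher and 2 lower at MII and 1 higher and 6 lower at GV over all genes, the latter 1 and 7 adjusted over the list alone. All 5 genes of the cytoplasmic lattices with a value were higher at MII and 0 lower. Of the 8 early zygotic genes with a value 4 were lower at GV and 1 higher at MII. Of the 4 genes shown for HeLa cells in Fig. 6D, 2 were higher and 2 lower in growing oocytes, 3 were lower at GV and 2 at MII. Both targeted genes were lower in growing and GV oocytes.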
